# B cell-derived GABA elicits IL-10^+^ macrophages to limit anti-tumour immunity

**DOI:** 10.1038/s41586-021-04082-1

**Published:** 2021-11-03

**Authors:** Baihao Zhang, Alexis Vogelzang, Michio Miyajima, Yuki Sugiura, Yibo Wu, Kenji Chamoto, Rei Nakano, Ryusuke Hatae, Rosemary J. Menzies, Kazuhiro Sonomura, Nozomi Hojo, Taisaku Ogawa, Wakana Kobayashi, Yumi Tsutsui, Sachiko Yamamoto, Mikako Maruya, Seiko Narushima, Keiichiro Suzuki, Hiroshi Sugiya, Kosaku Murakami, Motomu Hashimoto, Hideki Ueno, Takashi Kobayashi, Katsuhiro Ito, Tomoko Hirano, Katsuyuki Shiroguchi, Fumihiko Matsuda, Makoto Suematsu, Tasuku Honjo, Sidonia Fagarasan

**Keywords:** Metabolomics, Tumour immunology

## Abstract

Small, soluble metabolites not only are essential intermediates in intracellular biochemical processes, but can also influence neighbouring cells when released into the extracellular milieu^1–3^. Here we identify the metabolite and neurotransmitter GABA as a candidate signalling molecule synthesized and secreted by activated B cells and plasma cells. We show that B cell-derived GABA promotes monocyte differentiation into anti-inflammatory macrophages that secrete interleukin-10 and inhibit CD8^+^ T cell killer function. In mice, B cell deficiency or B cell-specific inactivation of the GABA-generating enzyme GAD67 enhances anti-tumour responses. Our study reveals that, in addition to cytokines and membrane proteins, small metabolites derived from B-lineage cells have immunoregulatory functions, which may be pharmaceutical targets allowing fine-tuning of immune responses.

## Abstract (web summary)

A paper in *Nature* demonstrates that B cell-derived GABA promotes monocyte differentiation into anti-inflammatory macrophages able to limit anti-tumour T cell cytotoxicity.

## Main

Lymphocytes are regulated v a variety of receptor interactions with soluble and cell-bound proteins. However, small metabolites derived from immune cells are also abundant in certain tissues, and many may have signalling potential that has yet to be understood. A growing body of research addresses the flux in metabolic products produced and consumed by different immune cells in various stages of differentiation and activation^1–3^. We hypothesized that water-soluble metabolites can serve as environmental cues, and mediate interactions between immune cells.

## GABA is a B cell-associated metabolite

Contrasting homeostatic (non-draining, contralateral; cLN) and activated (draining, ipsilateral; iLN) lymph nodes (LNs) were generated from mice using classic foot-pad immunization with ovalbumin (OVA) protein emulsified in complete Freud’s adjuvant (CFA), and subjected to non-targeted profiling of water-soluble metabolites (Fig. 1a). Principal-component analysis revealed that a strong metabolic shift separated iLNs from cLNs in wild-type (WT) mice (Fig. 1b). Pathway analysis of around 200 metabolites with significantly different abundance between iLNs and cLNs revealed that the alanine, aspartate and glutamate pathway was the strongest metabolic feature differentiating resting and activated immune sites (Fig. 1c). Purine and pyrimidine metabolism and the tricarboxylic acid (TCA) cycle were also strongly associated with immune activation (Fig. 1c and Extended Data Fig. 1a).

**Fig. 1:**
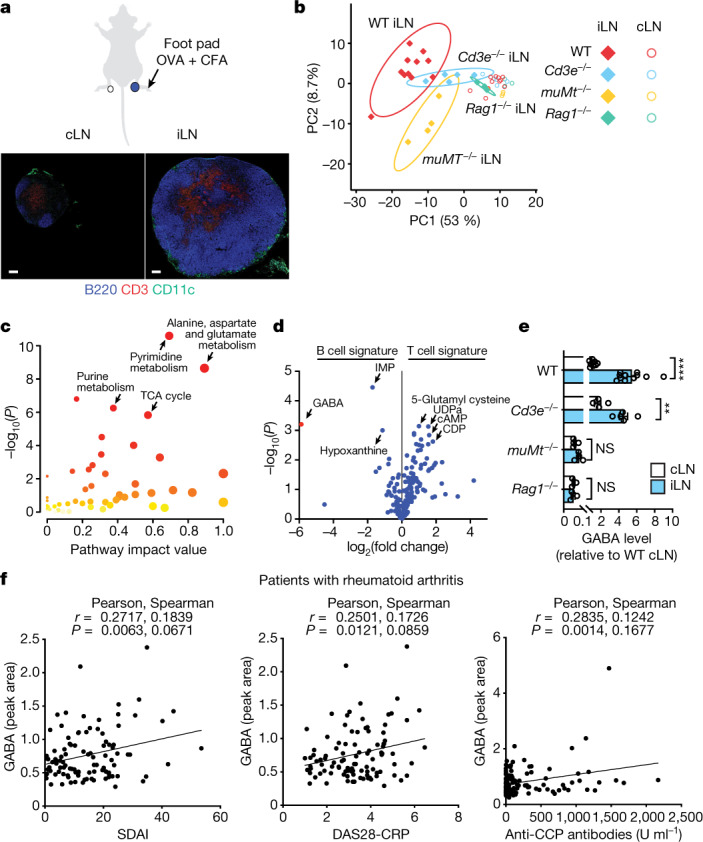
Metabolic remodelling of immunized LNs and B cell-dependent GABA production. **a**–**e**, Mice were injected in the foot pad with OVA + CFA, and iLNs and cLNs were collected for metabolite MS and histology at day 7: WT (*n* = 11), *Cd3*^–/–^ (*n* = 5), *muMt*^–/–^ (*n* = 4) and *Rag1*^–/–^ (*n* = 3). **a**, Immunohistochemistry of B cells (B220), T cells (CD3) and myeloid cells (CD11c). Scale bars, 200 µm. **b**, Principal-component analysis of metabolites in iLNs and cLNs. PC, principal component. **c**, Pathway analysis of metabolites with significantly different abundance between iLNs and cLNs in WT mice (two-tailed unpaired *t*-test, *P* < 0.05). **d**, Relative *Cd3*^–/–^ (B cell signature) and *muMt*^–/–^ (T cell signature) iLN metabolites, showing only metabolites that also differed between iLNs and cLNs in WT mice. **e**, GABA levels in the indicated cLNs or iLNs, relative to WT cLNs (data are shown as mean ± s.e.m.; two-tailed unpaired *t*-test: ***P < 0.001, ****P < 0.0001; NS, not significant). **f**, Correlation of plasma GABA levels with disease activity scores (Simplified Disease Activity Index (SDAI) or Activity Score 28 using C-reactive protein (DAS28-CRP)) and plasma anti-cyclic citrullinated peptide (CCP) antibody levels in patients with rheumatoid arthritis (*n* = 138). Pearson’s and Spearman’s *r* and *P* values (two tailed) are shown. *n* indicates the number of biological replicates. Data are representative of two experiments (**a**–**e**). Exact *P* values are provided in the Source Data. Source data

We assessed the contribution of the main lymphocyte lineages to the metabolic landscape by performing metabolome analyses on activated and resting LNs from immunodeficient mice lacking T cells (*Cd3e*^–/–^), B cells (*Ighm*^–/–^; referred to hereafter as *muMt*^–/–^) or all mature T and B cells (*Rag1*^–/–^). Despite the presence of many pathogen-associated molecules in CFA expected to stimulate pattern recognition receptors on myeloid cell subsets, the iLN profile of *Rag1*^–/–^ mice was similar to that of cLNs, suggesting that lymphocyte activation is the dominant factor contributing to the metabolic shift in this acute inflammatory model (Fig. 1b and Extended Data Fig. 1a). B cells strongly influenced the immunized LN metabolic landscape, as *muMt*^–/–^ samples were distinct from their WT and *Cd3e*^–/–^ counterparts (Fig. 1b). The neurotransmitter GABA (γ-aminobutyric acid), not previously known to be synthesized by B cells, was identified as the major metabolite upregulated in iLNs in a B cell-dependent manner with respect to both fold change and *P* value (Fig. 1d). GABA was also detected in resting cLNs from WT and *Cd3e*^–/–^ mice, at lower levels (Fig. 1e). However, very little GABA could be detected in LNs from either B cell-deficient mice (*muMt*^–/–^) or *Rag1*^–/–^ mice, indicating that GABA is a signature B cell metabolite, which was confirmed in random forest algorithm analyses (Fig. 1e and Extended Data Fig. 1c). Imaging mass spectrometry (IMS) confirmed co-localization of GABA and the B cell compartment in iLNs (Extended Data Fig. 1b). In contrast to previous studies^4,5^, we found a positive correlation of plasma GABA levels with disease activity scores and autoantibody titres in patients with rheumatoid arthritis, suggesting that GABA is indicative of B cell activation in humans (Fig. 1f). Together, the results indicate that GABA synthesis in LNs is enhanced by antigenic stimulation, in a B cell-dependent manner.

## B cells synthesize and secrete GABA

GABA is a major inhibitory neurotransmitter regulating inter-neuron communication. Outside the brain, GABA has been detected in the gut, spleen, liver and pancreas^6,7^. Quantitative measurements in non-immunized WT mice revealed higher amounts of GABA in peripheral and mucosal LNs than in liver or pancreas, supporting the notion that B cell-enriched lymphoid tissues are important sources of GABA production (Extended Data Fig. 2a). However, aside from pancreatic beta cells, the cellular source of GABA outside neurons remains unknown. Although the GABA precursors glutamine and glutamate were abundant in B cells and myeloid cells, B cells were characterized by an enrichment in GABA, in either resting (contralateral) or activated (ipsilateral) popliteal LNs (Fig. 2a). B cells from bone marrow, spleen, Peyer’s patches and IgA^+^ plasma cells from the small intestine lamina propria were also characterized by elevated GABA levels (Fig. 2b). Additionally, GABA and other glutamate metabolism components were relatively more abundant in B cells in non-targeted MS analyses of lymphocytes from mouse LNs or peripheral human blood (Extended Data Fig. 2b, c). Analysis of two key enzymes that convert glutamate to GABA showed that transcripts encoding glutamate decarboxylase 67 (GAD67), but not GAD65, were elevated in both mouse and human B cells compared with T cells (Extended Data Fig. 2d, e), suggesting that glutamate metabolism characterizes B-lineage cells in both species.

**Fig. 2:**
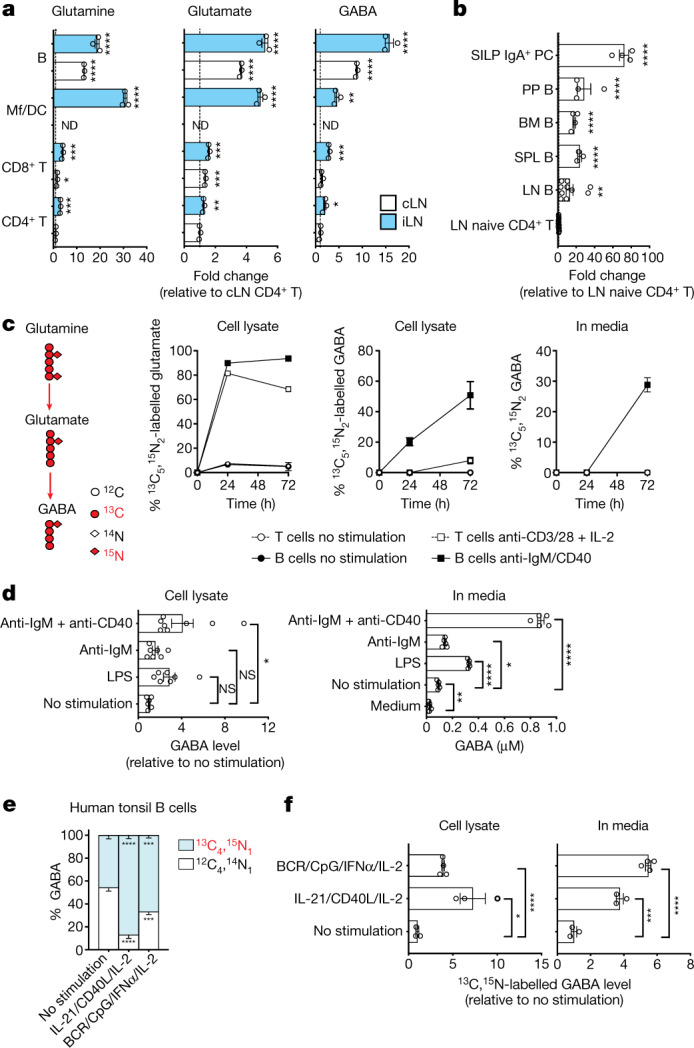
Mouse and human B cells synthesize and secrete GABA. **a**, MS analysis of glutamine, glutamate and GABA in purified CD4^+^ T cells, CD8^+^ T cells, CD11b^+^ and/or CD11c^+^ macrophages and dendritic cells (Mf/DC) or B220^+^ B cells from the cLNs and iLNs of immunized WT mice as in Fig. 1a (*n* = 3; ND, not done). **b**, MS-determined GABA levels in B cells from LN (*n* = 10), spleen (SPL; *n* = 4), bone marrow (BM; *n* = 3), Peyer’s patches (PP; *n* = 4) and small intestinal lamina propria IgA^+^ plasma cells (SILP IgA^+^ PC; *n* = 4), relative to naive CD4^+^ T cells from the LN of non-immunized WT mice (*n* = 13). **c**, B cells (± anti-IgM and anti-CD40) and T cells (± anti-CD3, anti-CD28 and IL-2) were cultured with ^13^C_5_,^15^N_2_-labelled glutamine for 24 h (*n* = 2) or 72 h (*n* = 4). Isotope-labelled glutamate and GABA were measured by MS in cell lysate or supernatant. **d**, GABA measured by MS in B cells or supernatant after 72 h of treatment with anti-IgM and anti-CD40 (*n* = 8), anti-IgM (*n* = 7) or LPS (*n* = 7), relative to non-stimulated cells (*n* = 6) or as absolute concentration (*n* = 5). **e**, **f**, Human tonsil B cells were stimulated with a mix of anti-IgM and anti-IgG (BCR), CpG (TLR9 agonists), IFNα and IL-2 (*n* = 4) or a mix of IL-21, CD40L and IL-2 (*n* = 3) for 5 d with ^13^C_5_,^15^N_2_-labelled glutamine. The percentage of isotope-labelled and unlabelled GABA in cells (**e**) and the level of isotope-labelled GABA in cells and supernatant relative to that in non-stimulated cells (**f**), as measured by MS, are presented (*n* = 3). Significance was calculated by unpaired two-tailed *t*-test (**a**, **b**, **f**), one-way ANOVA (**d**) or two-way ANOVA (**e**): *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significant;. Data are shown as mean ± s.e.m. (**a**–**d**, **f**) or –s.e.m. (**e**). *n* indicates the number of biological (**a**–**c**) or technical (**d**–**f**) replicates. Data are pooled from two (**d**, left) or three (**b**) experiments. Exact *P* values are provided in the Source Data. Source data

Next, B cells were activated in vitro in the presence of ^13^C_5_,^15^N_2_-labelled glutamine, and glutamine catabolism and labelled metabolite distribution were traced in cell lysate or supernatant in reference to stimulated T cells. Tracing indicated that glutamine was readily converted to glutamate and used for energy generation, control of reactive oxygen species (ROS) and as a source for carbon and nitrogen for building the biomass in activated B and T cells (Extended Data Fig. 3a, b). However, the abundance of labelled intracellular GABA increased in a time-dependent manner almost exclusively in B cells (Fig. 2c). Labelled glutamine-derived GABA was also detected in B cell media 72 h after stimulation, suggesting that GABA is also released from the cell (Fig. 2c). Other modes of B cell activation, including Toll-like receptor (TLR) stimulation by lipopolysaccharide (LPS) or cross-linking the B cell antigen receptor (BCR) with anti-IgM antibody alone, also induced production and secretion of GABA, albeit to a lesser extent (Fig. 2d). Various modes of stimulation of human tonsil or blood B cells also facilitated the conversion of glutamine to GABA (Fig. 2e) and increased the levels of both intracellular and secreted GABA derived from labelled glutamine (Fig. 2f and Extended Data Fig. 3c). IMS analysis of tonsil confirmed high glutamine and GABA levels in B cell follicles (Extended Data Fig. 3d). The metabolic profile of in vivo and in vitro antigen-exposed lymphocytes indicated that active glutamine and glutamate metabolism contributes to GABA production and secretion in both mouse and human B cells.

## B cells limit cytotoxic T cells via GABA

We next addressed the effect of GABA on cellular immune responses, using the MC38 colon carcinoma model in which B cells have been shown to inhibit anti-tumour T cell responses through antigen-non-specific mechanisms^8,9^. We confirmed that *muMt*^–/–^ mice controlled tumour growth better than their WT counterparts (Fig. 3a). However, implantation of a slow-release GABA pellet led to a significant increase in tumour growth in *muMt*^–/–^ mice compared with mice receiving a placebo (Fig. 3a). *muMt*^–/–^ tumour tissues were enriched in infiltrating CD8^+^ T cells with enhanced cytotoxic and inflammatory properties (Fig. 3b, c, and Extended Data Fig. 4a–c), which was suppressed in *muMt*^–/–^ mice with GABA implants (Fig. 3b, c, and Extended Data Fig. 4a–c). This phenotype was confirmed by gene expression analyses showing that upregulation of tumour necrosis factor (TNF) target gene transcripts characterized CD8^+^ T cells from *muMt*^–/–^ mice, and was considerably reduced by exogenous GABA treatment (Extended Data Fig. 4d). 

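MC38 is a mouse colon adenocarcinoma line, here inoculated intradermally. On day 7, 100 CD8+ T cells were sorted from the tumour of each mouse. There were 6 placebo-treated WT mice, 6 placebo-treated *muMt*-/- mice, which lack mature B cells, and 6 *muMt*-/- mice with a GABA pellet (31.5 mg released over 21 days). Each mouse gave 1 library for digital RNA sequencing, in which molecules are barcoded before amplification, so that molecules and not their amplified copies are counted. The sample labels name no treatment for the groups that the paper describes as placebo-treated, and the groups were taken from the paper. *Ighm*, the gene disrupted by the *muMt* mutation, was not analysed here, so the genotype could not be checked on it. The authors mapped the reads to the mouse genome (mm10) and deposited the number of molecules on each gene, without normalization.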

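The CD8+ T cell libraries held 22896 to 76898 molecules in WT mice (median 42065.5), 51064 to 77839 in placebo-treated *muMt*-/- mice (median 67121.5) and 65356 to 98015 in GABA-treated *muMt*-/- mice (median 80283). Placebo-treated *muMt*-/- libraries held 1.54 times as many molecules as WT libraries (two-sided exact permutation test, p = 0.041, adjusted p = 0.0823 over the 6 comparisons of depth in both cell types). For GABA-treated *muMt*-/- mice the ratio to WT mice was 1.86 (exact p = 0.0087, adjusted p = 0.052). A median of 6339.5, 8155 and 8160 genes was detected in these groups.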

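The normalized number of molecules is the count divided by the size factor of DESeq2, the normalization named in the paper's methods. The 6663 genes with a mean normalized number above 1 over the 18 CD8+ T cell libraries were tested one by one with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. TMM put the median log2 fold change of all tested genes at 0.15 between placebo-treated *muMt*-/- and WT mice, where DESeq2's size factors put it at 0.06, and at 0.208 between GABA-treated *muMt*-/- and WT mice, where these put it at 0.0595, so that single-gene fold changes in these T cells carry this shift. No gene had an adjusted p under 0.05 in any of the 3 comparisons of groups. At an unadjusted p under 0.05 there were 411 genes between placebo-treated *muMt*-/- and WT mice (358 higher and 53 lower), 247 between GABA- and placebo-treated *muMt*-/- mice (134 higher and 113 lower), and 459 between GABA-treated *muMt*-/- and WT mice (399 higher and 60 lower), against 333 by chance. The study's criterion, an unadjusted p under 0.05 from DESeq2's Wald test, moved the number most, to 226 genes (160 higher and 66 lower), 133 (60 and 73) and 225 (138 and 87). Without the filter on low numbers, 72, 11 and 64 genes had an adjusted p under 0.05, in a fit that gave some genes far smaller p-values for a reason that was not tested. Without WT replicate 5, 13 genes passed between placebo-treated *muMt*-/- and WT mice.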

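The study's list of TNF targets in CD8+ T cells (Extended Data Fig. 4d) holds 32 genes, of which 31 had a mean normalized number of molecules above 1. For each library, the z-scores of these genes over the 18 libraries were averaged into a TNF target score. The score was -0.624 ± 0.241 (SD, n = 6 mice) in placebo-treated WT mice, 0.499 ± 1.00 (SD, n = 6) in placebo-treated *muMt*-/- mice and 0.126 ± 0.581 (SD, n = 6) in GABA-treated *muMt*-/- mice. It was higher by 1.12 in placebo-treated *muMt*-/- than in WT mice, with 6 of 6 libraries above every WT library (two-sided exact permutation test, p = 0.0022, the smallest p that 6 mice against 6 allow). The adjusted p was 0.0039 over the 9 comparisons made with the study's lists. The highest WT library (-0.168) lay close to the lowest placebo-treated *muMt*-/- library (-0.160). The study chose this list on these libraries, as genes higher in placebo-treated *muMt*-/- than in WT mice. This rise and its small p therefore follow in large part from the choice and are not independent evidence. Comparisons with GABA-treated mice share these libraries.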

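All 31 genes were higher in placebo-treated *muMt*-/- mice. Over all genes tested, 0 of them had an adjusted p under 0.05 and 31 an unadjusted p under 0.05. Adjusted over the list alone, 31 passed, which is not independent evidence because the study chose the list on these libraries. With GABA the score fell by 0.373, less than the SD within either *muMt*-/- group (exact permutation test, p = 0.513, adjusted p = 0.513). Of the 31 genes, 28 were lower with GABA, 0 passed over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. *muMt*-/- placebo replicate 1 had a score of 2.41, where the other placebo-treated *muMt*-/- libraries reached at most 0.728. Without it, the score was higher with GABA by 0.0528, and it stayed higher in placebo-treated *muMt*-/- than in WT mice in each of the 12 fits that left out 1 library, by 0.950 to 1.23. Against WT mice, the score of GABA-treated *muMt*-/- mice was higher by 0.750 (exact permutation test, p = 0.013, adjusted p = 0.0195), with 4 of 6 libraries above every WT library.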

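Adjustment of the TNF target score for the macrophage marker score of the same library, with the slope taken within the groups, moved the differences from WT mice most. After it, placebo-treated *muMt*-/- mice stood above WT mice by 0.435. The difference between GABA- and placebo-treated *muMt*-/- mice kept its size and passed (-0.374, exact permutation test, adjusted p = 0.0162). That between GABA-treated *muMt*-/- and WT mice shrank to 0.0608 (exact permutation test, adjusted p = 0.749). Over all alternatives with such tests, this adjustment included, the adjusted p of the first comparison ran from 0.0039 to 0.0227. For GABA- against placebo-treated *muMt*-/- mice it ran from 0.0162 to 0.887 (exact permutation tests). These ranges include fits without 1 library, which were made on the unadjusted score only. The 5 genes of the list less than 4 times as high in TAMs as in T cells gave 1.22, -0.346 and 0.879 for the 3 differences. Of the 31 genes, 26 were at least 4 times as high in the macrophage libraries of WT mice as in their T cell libraries. A set of 22 macrophage markers stood at a median of 5.02% of its macrophage level in the T cell libraries of WT mice, 18.4% in those of placebo-treated *muMt*-/- mice and 18.4% in those of GABA-treated *muMt*-/- mice. Across the 18 libraries, the TNF target score followed the macrophage marker score (Pearson's r = 0.932, Spearman's rho = 0.920, permutation p = 1e-05 for both, the smallest that 100000 permutations can give, adjusted p = 4.67e-05 over 14 relations). Within the groups r was 0.938 and rho 0.903 (permutation p = 1e-05 for both), and r was 0.958 without the 2 libraries farthest from the median marker score.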

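The genes of 5 cytotoxic and inflammatory proteins (*Gzmb*, *Prf1*, *Ifng*, *Tnf* and *Il2*) were compared by exact permutation tests over 15 comparisons, chosen after the data were seen, and 0 had an adjusted p under 0.05. At an unadjusted p under 0.05, *Ifng* was higher with GABA, from 211 ± 98.5 normalized molecules in placebo-treated to 416 ± 188 in GABA-treated *muMt*-/- mice (SD, n = 6 each; exact p = 0.0303, adjusted p = 0.227), and *Ifng* and *Tnf* were higher in GABA-treated *muMt*-/- than in WT mice (exact p = 0.0498 and 0.0173).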

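In a list of 100 TNF-induced genes drawn up without these libraries, 80 could be tested. Their score was higher by 0.432 in placebo-treated *muMt*-/- than in WT mice (exact permutation test, p = 0.0779, adjusted p = 0.175 over 18 comparisons), with 3 of 6 libraries above every WT library and 61 of the 80 genes higher. Over all genes 0 passed, adjusted over the list alone 2 passed, and 25 had an unadjusted p under 0.05. With GABA this score fell by 0.359 (exact permutation test, p = 0.208, adjusted p = 0.312). Both differences rest largely on *muMt*-/- placebo replicate 1, which had a score of 1.449. The mean of placebo-treated *muMt*-/- mice was 0.264 with this library and 0.0266 without it. It was -0.168 in WT mice and -0.0954 in GABA-treated *muMt*-/- mice. From the TNF targets raised in *muMt*-/- mice and lowered by GABA, the paper reasons that the enhanced inflammatory state of CD8+ T cells without B cells, and its suppression by GABA, is also seen in their gene expression.

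**Figure D1:**
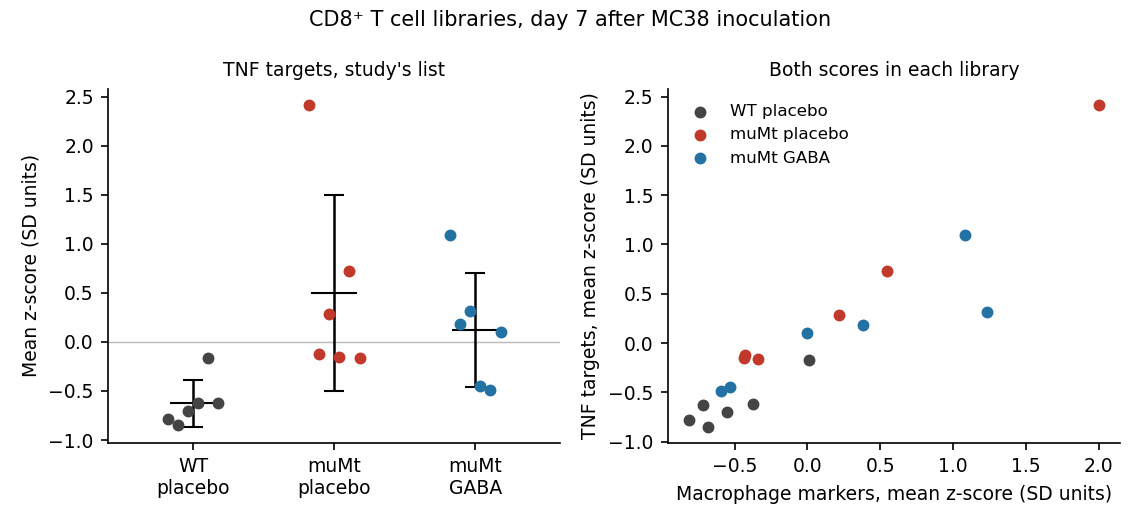
TNF target score of each CD8+ T cell library (mean z-score of 31 genes, in SD units) by group, with the mean and SD of 6 mice as bars (left), and the same score against the mean z-score of 22 macrophage markers in each library (right). The library with the score of 2.41 is *muMt*-/- placebo replicate 1, which also has the highest macrophage marker score.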

Exogenous GABA did not change tumour growth in WT mice, suggesting that endogenous GABA production (by B cells, macrophages and possibly tumour cells) saturates the system, and additional GABA cannot further impede T cell responses (Fig. 3a). However, picrotoxin, a prototypic GABA_A_ receptor antagonist, limited tumour growth and enhanced the cytotoxic activity of tumour-infiltrating CD8^+^ T cells in WT mice (Fig. 3d, e). Neither GABA nor picrotoxin treatment affected the proliferation and viability of MC38 cells in vitro (Extended Data Fig. 4e). Together, these results indicate that reduced GABA, or GABA_A_ signalling, enhances cytotoxic T cell responses and anti-tumour immunity, while secretion of GABA conditions the host towards immune tolerance permissive of tumour growth.

**Fig. 3:**
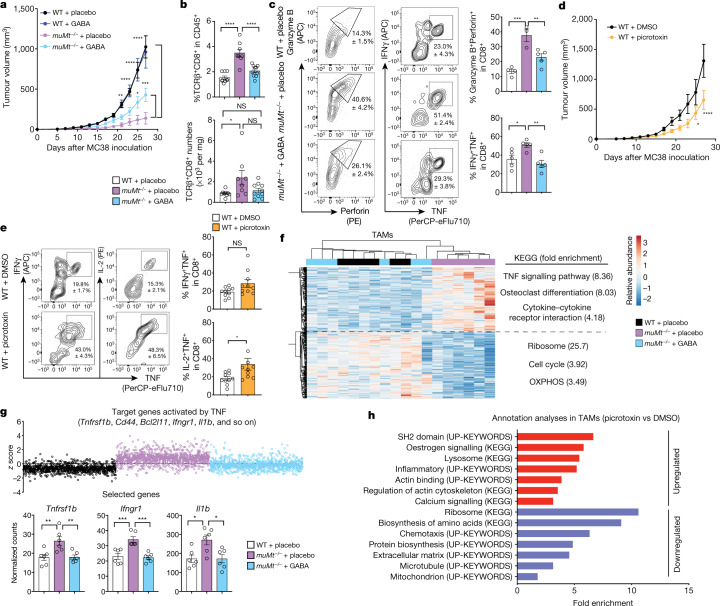
B cells limit anti-tumour responses via GABA. **a**, MC38 tumour growth in WT or *muMt*^–/–^ mice implanted with GABA (WT, *n* = 7; *muMt*^–/–^, *n* = 8) or placebo (WT, *n* = 8; *muMt*^–/–^, *n* = 6) pellets. **b**, **c**, Flow cytometry quantification of tumour TCRβ^+^CD8^+^ T cells (WT + placebo, *n* = 9; *muMt*^–/–^ + placebo, *n* = 8; *muMt*^–/–^ + GABA, *n* = 10) (**b**) and intracellular cytokines after re-stimulation (WT + placebo, *n* = 4–5; *muMt*^–/–^ + placebo, *n* = 3–5; *muMt*^–/–^ + GABA, *n* = 5) (**c**) on day 7 after MC38 inoculation as in **a**. **d**, MC38 tumour growth in picrotoxin- or DMSO-treated WT mice (*n* = 6). **e**, Flow cytometry of intracellular cytokines in tumour TCRβ^+^CD8^+^ cells from day 7 as in **d** (*n* = 10). **f**, Hierarchical clustering and heat map of mRNA transcript abundance in TAMs purified at day 7 as in **a** (*n* = 6). Differentially expressed genes in TAMs (DEGs; two-sided Wald test, *P* < 0.05) when comparing placebo-treated WT and *muMt*^–/–^ mice and *muMt*^–/–^ mice treated with GABA or placebo are shown, with DEG annotation analysis comparing the placebo-treated *muMt*^–/–^ and WT groups (right). **g**, Top, *z*-scores of upregulated genes predicted to be activated by TNF in TAMs from *muMt*^–/–^ mice treated with placebo compared with the WT group for all groups as in **f**; bottom, normalized number of molecules from representative genes (*n* = 6). **h**, DEG annotation analyses comparing TAMs isolated on day 7 of MC38 growth as in **d** (*n* = 6 from four biologically independent mice). Significance was calculated by two-way ANOVA (**a**, **d**), one-way ANOVA (**b**, **c**, **g**) or unpaired two-tailed *t*-test (**e**): *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significant. Data are shown as mean ± s.e.m. *n* indicates the number of biological replicates (**a**–**g**). Data are representative of two experiments (**a**, **c**, **d**) or pooled from two experiments (**b**, **e**). Exact *P* values are provided in the Source Data. Source data

## GABA_A_ receptors modulate CD8^+^ T cells

Previous studies have shown that peripheral murine and human lymphocytes express functional GABA receptors^10–14^. Engagement of ionotropic GABA_A_ receptor by GABA has been proposed to induce depolarization of membrane potential, leading to inhibition of T cell responses^10–12,15^. We examined the effect of the GABA_A_ receptor antagonist picrotoxin on intracellular Ca^2+^ concentration, and observed enhanced Ca^2+^ mobilization in mouse CD8^+^ T cells and human Jurkat T cells (Extended Data Fig. 4f). Furthermore, picrotoxin enhanced thapsigargin (TG)-induced store-operated calcium entry in mouse and human T cells (Extended Data Fig. 4g). This confirmed that functional GABA_A_ receptors on the surface of T cells modulate a pivotal signalling pathway, confirming previous studies suggesting that GABA may directly inhibit CD8^+^ T cells^16,17^. Purified naive CD8^+^ T cells stimulated in the presence of GABA secreted less inflammatory cytokines, and stimulation in the presence of muscimol, a selective GABA_A_ receptor agonist, significantly decreased activation and proliferation in a dose-dependent manner (Extended Data Fig. 4h, i). These results indicate that direct signalling via GABA_A_ receptors is one mechanism by which GABA released by activated B cells may influence the functional properties of nearby T cells.

## GABA elicits anti-inflammatory TAMs

Tumour-associated macrophages (TAMs) are known to inhibit anti-tumour immune responses^18^. In the MC38 tumour model, macrophage depletion significantly reduced tumour growth in WT mice (Extended Data Fig. 5a, b), consistent with previous studies^19,20^. Conversely, depletion of macrophages led to an increase in tumour size in *muMt*^–/–^ mice (Extended Data Fig. 5a, b), suggesting that macrophages have distinct immune-regulatory properties in the presence or absence of B cells. 

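TAMs were sorted as CD45.2+CD11b+F4/80 hi cells from MC38 tumours of the same 3 groups, with 6 mice and 6 libraries of 100 cells in each group. These libraries were deeper than those of the T cells. They held 206394 to 304100 molecules in placebo-treated WT mice (median 242756), 100254 to 253608 in placebo-treated *muMt*-/- mice (median 149960) and 151856 to 262606 in GABA-treated *muMt*-/- mice (median 192775). Placebo-treated *muMt*-/- libraries held 0.673 times the molecules of WT libraries (two-sided exact permutation test, p = 0.026, adjusted p = 0.0779). A median of 10531.5, 9527 and 10237.5 genes was detected in these groups. The counts were processed as for the T cells, in a fit of their own, and 9469 genes had a mean normalized number above 1. The biological coefficient of variation, the relative spread between libraries beyond counting error, was 0.195 in TAMs and 0.294 in CD8+ T cells. With TMM, the median log2 fold change of all TAM genes tested was -0.05 between placebo-treated *muMt*-/- and WT mice and 0.06 between GABA- and placebo-treated *muMt*-/- mice.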

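Over the 9469 TAM genes, each scaled to unit variance, the distance between the means of 2 groups was compared with the spread between libraries of a group as a pseudo-F ratio, with a two-sided exact permutation test and adjustment over 6 comparisons in both cell types. Between placebo-treated *muMt*-/- and WT mice the ratio was 1.90 (exact p = 0.0022, adjusted p = 0.013), and the group accounted for 16.0% of the variation of these 12 libraries. Between GABA- and placebo-treated *muMt*-/- mice it was 1.29 (exact p = 0.045, adjusted p = 0.0909, 11.4% of the variation). Between GABA-treated *muMt*-/- and WT mice it was 1.23 (exact p = 0.026, adjusted p = 0.0779, 10.9% of the variation). The squared distance between group means was 5497 for the first pair, 4283 for the second and 3383 for the last.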

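Restricting the genes to those with a mean normalized number above 5 moved the first ratio most, to 2.38, and its adjusted p lay between 0.013 and 0.026 over the alternatives, the fits without 1 library included (exact permutation tests). On log2 values without scaling, GABA-treated *muMt*-/- mice passed the threshold against WT mice (1.21, exact permutation test, adjusted p = 0.0455). Over all alternatives, the fits without 1 library included, the adjusted p of this comparison ran from 0.0195 to 0.156 (exact permutation tests). Without *muMt*-/- GABA replicate 1, the ratio between GABA- and placebo-treated *muMt*-/- mice was 1.42 (exact permutation test, adjusted p = 0.013). Without *muMt*-/- GABA replicates 1, 4 or 6 in turn, the ratio between GABA-treated *muMt*-/- and WT mice was 1.18, 1.31 and 1.30 (exact permutation tests, adjusted p = 0.0455, 0.0195 and 0.0325).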

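The first principal component of the same values (15.1% of the variance) had a mean of -26.3 ± 8.65 (SD, n = 6) in WT mice, 25.0 ± 32.5 (SD, n = 6) in placebo-treated *muMt*-/- mice and 1.34 ± 46.2 (SD, n = 6) in GABA-treated *muMt*-/- mice. The second component (10.6%) had means of -12.2 ± 16.1, 30.8 ± 24.8 and -18.6 ± 28.5 (SD, n = 6 each). The means of GABA-treated *muMt*-/- mice rest in part on replicate 1, which lay at 89.3 on the first component and -70.3 on the second. The other libraries of this group reached at most 12.2 on the first component and at lowest -31.2 on the second. The first component followed the log2 number of molecules per library (r = -0.654, permutation p = 0.0039, adjusted p = 0.0078 over 4 relations, rho = -0.575, permutation p = 0.014), with r = -0.712 without the 2 libraries farthest from the median number. Within the groups r was -0.460 (permutation p = 0.056).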

The TAM gene transcription profile of *muMt*^–/–^ mice differed significantly from that of WT mice, but resembled that of WT mice following treatment with exogenous GABA (Extended Data Fig. 5c). Differential gene expression analyses revealed that expression of transcripts related to cytokines, particularly in the TNF signalling pathway, was enhanced in TAMs from placebo-treated *muMt*^–/–^ mice compared with those of WT mice, and this phenotype was significantly disrupted when *muMt*^–/–^ mice were supplemented with GABA (Fig. 3f). 

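Between placebo-treated *muMt*-/- and WT mice, 194 of the 9469 TAM genes had an adjusted p under 0.05, 97 higher and 97 lower. At an unadjusted p under 0.05 there were 1408, where 473 are expected by chance. Under the study's own criterion, an unadjusted p under 0.05 from DESeq2's Wald test, there were 1041, which include all 194. This criterion raised the number most. The log2 number of molecules per library as a covariate, a fit chosen after the data were seen, lowered it most, to 11 genes, 10 of them among the 194, and all 194 kept their direction. Among the fits that left out 1 library, that without *muMt*-/- placebo replicate 4 gave the fewest, 67 genes that were all among the 194. Without WT replicate 1 the number was 87 and without WT replicate 6 it was 125.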

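Among genes with a mean normalized number of at least 5, the largest rises were in *Mir6240*, *Ccl24*, *Lyst*, *Slc7a2* and *Thbs1*, and the largest falls in *Asf1b*, *Mad2l1*, *Kif20a*, *Mpv17l* and *Phf5a*. *Thbs1* (thrombospondin 1, chromosome 2 of mm10 from 118111876 to 118127133) had a mean of 38.2 ± 12.5 normalized molecules (SD, n = 6) in WT mice and 132 ± 75.0 (SD, n = 6) in placebo-treated *muMt*-/- mice, a log2 fold change of 1.72 (standard error 0.27, adjusted p = 0.000367). *Slc7a2* (chromosome 8 from 40862341 to 40922070) rose from 9.27 ± 4.29 to 35.0 ± 12.2 (SD, n = 6 each; log2 fold change 1.80, standard error 0.26, adjusted p = 8.6e-05). *Mad2l1* (chromosome 6 from 66535221 to 66541107) fell from 8.91 ± 1.55 to 2.10 ± 1.32 (SD, n = 6 each; log2 fold change -1.89, standard error 0.41, adjusted p = 0.00828). *Ccl24*, *Mpv17l* and *Phf5a* passed with adjusted p-values of 0.0363, 0.035 and 0.0343, and lost the call in 9, 8 and 9 of the 12 fits that each left out 1 library. Without *muMt*-/- placebo replicate 4, *Lyst* had an adjusted p of 0.0732 and *Kif20a* of 0.0517. The robust quasi-likelihood fit took *Ccl24* to 0.213.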

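Between GABA- and placebo-treated *muMt*-/- mice, 2 genes had an adjusted p under 0.05, and 801 an unadjusted p under 0.05 against 473 by chance. Of 100 splits of these 12 libraries into groups of 6, the real split included, 6 gave as many genes at that unadjusted p, and the largest number was 1294. *Lrrc17* (chromosome 5 from 21543527 to 21575911) was higher with GABA by a log2 fold change of 1.58 (standard error 0.25, adjusted p = 0.0012), and lost the call in the robust fit (adjusted p = 0.154). The non-coding RNA *BC018473* (chromosome 11 from 116752167 to 116757883) was lower by -2.38 (standard error 0.26, adjusted p = 1.96e-07), and was already lower in placebo-treated *muMt*-/- than in WT mice (-0.93, adjusted p = 0.00743), while in CD8+ T cells it was higher (1.36). DESeq2's adjusted p called 64 genes, which include both. Without *muMt*-/- GABA replicate 1, 36 genes passed, without *muMt*-/- placebo replicate 5, 12 passed, and without *muMt*-/- GABA replicate 2 or *muMt*-/- placebo replicate 2, 5 passed. *Thbs1* was lower with GABA by -1.27 (adjusted p = 0.057), and passed without *muMt*-/- GABA replicate 1 (adjusted p = 0.00307) and without *muMt*-/- placebo replicate 5 (adjusted p = 0.018).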

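Between GABA-treated *muMt*-/- and WT mice, 7 genes had an adjusted p under 0.05 and 665 an unadjusted p under 0.05. *Mir6240*, *Slc7a2*, *Clec7a* and *Gas5* were higher and *BC018473*, *Mir6236* and *Ptpa* lower. Only *BC018473* and *Mir6236* kept the call in all 12 fits that left out 1 library, and the number fell to 2 without *muMt*-/- GABA replicate 2 or 3 or WT replicate 3 or 6.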

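Under the study's criterion, 300 genes differed in both comparisons that involve placebo-treated *muMt*-/- mice, as in the heat map of Fig. 3f, and 299 of them went in opposite directions. Both comparisons use the same placebo-treated *muMt*-/- libraries, which makes opposite directions more frequent by chance. With edgeR's unadjusted p under 0.05 in both, 426 genes went in opposite directions. Counts simulated with GABA-treated libraries at the placebo-treated *muMt*-/- means gave 136 such genes on average (114 to 155 in 50 simulations), and counts with GABA-treated libraries at the WT means gave 802. Of the 194 genes, 190 moved towards WT levels with GABA (97.9%, against 77.0% on average in the first simulation), and the median gene had 55.2% of its log2 fold change undone, against 19.9% (17.1 to 24.3) and 85.0% in these simulations. Each gene was simulated independently of the others, so shifts of whole libraries are left out and the ranges can be too narrow. A check that divided the real placebo-treated *muMt*-/- libraries between the comparisons did not pass at 0.05 (6.96% of relabelled data gave as low a correlation). The annotation of the differentially expressed genes by DAVID was not analysed here. From differential expression in these comparisons, the paper concludes that transcripts related to cytokines, particularly in the TNF signalling pathway, were enhanced in TAMs without B cells and that GABA disrupted this phenotype.

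**Figure D2:**
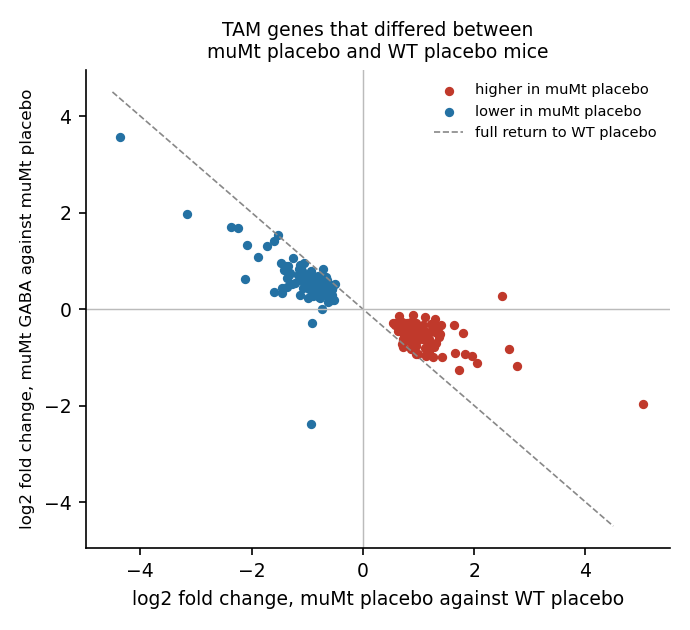
Log2 fold change of the 194 TAM genes between placebo-treated *muMt*-/- and WT mice (horizontal axis) and between GABA- and placebo-treated *muMt*-/- mice (vertical axis), 1 point per gene, with a dashed line where a gene would return in full to its WT level. Of the 194 points, 190 have opposite directions on the axes, and *BC018473* is the lowest point.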

Upstream regulator analysis highlighted that many target genes of inflammatory cytokines such as TNF and interferon-γ (IFNγ) with increased expression in *muMt*^–/–^ TAMs were also downregulated by GABA supplementation (Fig. 3g and Extended Data Fig. 5d, e). Conversely, GABA supplementation in *muMt*^–/–^ mice enhanced expression of transcripts related to translation, the cell cycle and energy homeostasis such as oxidative phosphorylation (OXPHOS), which were downregulated in TAMs from *muMt*^–/–^ mice compared with those from WT mice (Fig. 3f and Extended Data Fig. 5f). 

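The TNF targets shown in Fig. 3g are 100 distinct genes, which the study chose on these libraries. Their TNF target score, the mean z-score per library, was -0.649 ± 0.225 (SD, n = 6 mice) in placebo-treated WT mice, 0.777 ± 0.374 (SD, n = 6) in placebo-treated *muMt*-/- mice and -0.128 ± 0.0920 (SD, n = 6) in GABA-treated *muMt*-/- mice. The score rose by 1.43 between WT and placebo-treated *muMt*-/- mice and fell by 0.905 with GABA, with 6 of 6 libraries beyond every library of the other group each time (two-sided exact permutation tests, p = 0.0022 for both, the smallest p possible, adjusted p = 0.0039). GABA-treated *muMt*-/- mice still stood above WT mice by 0.520, again in 6 of 6 libraries (exact permutation test, p = 0.0022, adjusted p = 0.0039). Over all genes, 29 of the 100 had an adjusted p under 0.05 between placebo-treated *muMt*-/- and WT mice, and 93 adjusted over the list alone. Between GABA- and placebo-treated *muMt*-/- mice, 96 were lower, 0 passed over all genes, 8 passed adjusted over the list alone and 39 had an unadjusted p under 0.05. Neither count over the list alone is independent evidence. The list was built from genes raised in placebo-treated *muMt*-/- mice over WT mice, so part of the rise follows from the choice. So does part of the fall, because the comparison with GABA shares the placebo-treated *muMt*-/- libraries. WT libraries entered the choice too, so the 0.520 by which GABA-treated mice stood above them does not establish an incomplete return. Adjustment for the log2 number of molecules, chosen after the data were seen, moved the rise and the fall most, to 1.24 and -0.808 (exact permutation tests, adjusted p = 0.0152 for both over 21 comparisons).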

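In a list of TNF-induced genes drawn up without these libraries, 92 genes could be tested, 27 of them also in the study's list. Their score was -0.246 ± 0.122 in WT mice, 0.362 ± 0.332 in placebo-treated *muMt*-/- mice and -0.115 ± 0.158 in GABA-treated *muMt*-/- mice (SD, n = 6 each). It was higher by 0.608 in placebo-treated *muMt*-/- than in WT mice, in 6 of 6 libraries (exact permutation test, p = 0.0022, adjusted p = 0.013 over 18 comparisons). With GABA it fell by 0.477, in 5 of 6 libraries (exact permutation test, p = 0.0043, adjusted p = 0.0195). With the total number of molecules as the scale, the latter adjusted p was 0.0779, with a range of 0.00974 to 0.0779 over the alternatives with such tests, the fits without 1 library included. GABA-treated *muMt*-/- and WT mice differed by 0.131 (exact permutation test, p = 0.134). Of the 92 genes, 67 were higher in placebo-treated *muMt*-/- mice, 11 passed over all genes and 31 adjusted over the list alone. With GABA 66 were lower, 0 passed over all genes, 2 adjusted over the list alone, and 20 had an unadjusted p under 0.05.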

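Of 56 IFNγ-induced genes on a list of the same kind, 30 were higher and 26 lower in placebo-treated *muMt*-/- mice. Their score was -0.0628 ± 0.239 in WT mice, 0.125 ± 0.630 in placebo-treated *muMt*-/- mice and -0.0617 ± 0.813 in GABA-treated *muMt*-/- mice (SD, n = 6 each). The rise of 0.187 and the fall by 0.186 with GABA both lay within the spread between libraries (exact permutation tests, p = 0.513 and p = 0.645, adjusted p = 0.616 and 0.683). Without *muMt*-/- GABA replicate 1 the second difference was 0.0316. Over all genes, 3 of the 56 passed between placebo-treated *muMt*-/- and WT mice, 5 adjusted over the list alone. With GABA 0 passed either way and 3 had an unadjusted p under 0.05.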

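The 5 genes plotted in Fig. 3g were compared by their normalized number of molecules, with exact permutation tests adjusted over 24 comparisons, chosen after the data were seen. *Il1b* (interleukin 1 beta, chromosome 2 of mm10 from 129364569 to 129371164) had 171.6 ± 47.6 molecules in WT mice, 270.6 ± 63.8 in placebo-treated *muMt*-/- mice and 171.4 ± 52.7 in GABA-treated *muMt*-/- mice (SD, n = 6 each). It rose by 99.0 and fell by 99.2 with GABA (exact adjusted p = 0.028 and 0.0297). *Ifngr1* (chromosome 10 from 19591949 to 19610229) had 23.1 ± 4.75, 34.1 ± 4.55 and 22.3 ± 2.98 molecules (SD, n = 6 each; exact adjusted p = 0.013 for the rise and 0.013 for the fall). *Bcl2l11* (chromosome 2 from 128126038 to 128162547) had 10.2 ± 2.02, 26.0 ± 7.70 and 14.7 ± 3.62 molecules (exact adjusted p = 0.013 and 0.028). *Tnfrsf1b* (chromosome 4 from 145212368 to 145246870) and *Cd44* (chromosome 2 from 102811141 to 102901669) rose by 8.62 and 26.3 molecules, and with GABA *Tnfrsf1b* fell by 8.47 and *Cd44* fell by 25.4 molecules (exact adjusted p from 0.0223 to 0.028 for these 4 differences). In edgeR's test over all genes, *Bcl2l11* alone of the 5 passed between placebo-treated *muMt*-/- and WT mice (log2 fold change 1.29, adjusted p = 0.00169), and none passed between GABA- and placebo-treated *muMt*-/- mice, where the adjusted p ran from 0.24 for *Bcl2l11* to 0.62 for *Cd44*, and all 5 had an unadjusted p under 0.05 from DESeq2. *Il1b* had an adjusted p of 0.0797 in the first comparison and passed without *muMt*-/- placebo replicate 5 (adjusted p = 0.0358) and without WT replicate 5 (adjusted p = 0.0298). The activation scores of IPA were not analysed here.

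**Figure D3:**
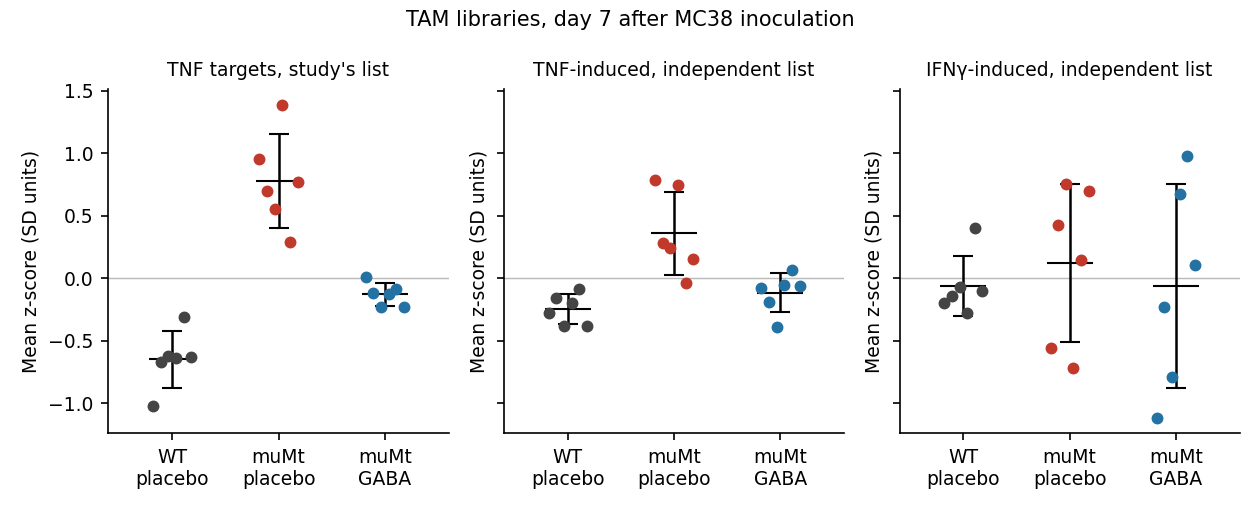
Score of each TAM library (mean z-score of the list, in SD units) by group for the study's 100 TNF targets, 92 TNF-induced genes and 56 IFNγ-induced genes, with the mean and SD of 6 mice as bars. The groups do not overlap for the study's list, and they overlap for the IFNγ-induced list.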

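Lists of ribosomal protein genes, subunits of the OXPHOS complexes and cell cycle genes, drawn up without these libraries, were scored in the TAM libraries as mean z-scores. The 82 ribosomal protein genes had a score of 0.534 ± 0.371 in placebo-treated WT mice, -0.757 ± 0.491 in placebo-treated *muMt*-/- mice and 0.224 ± 0.377 in GABA-treated *muMt*-/- mice (SD, n = 6 each). The score fell by 1.29 between WT and placebo-treated *muMt*-/- mice, in 6 of 6 libraries (two-sided exact permutation test, p = 0.0022, adjusted p = 0.013 over 18 comparisons). It rose by 0.981 with GABA, with 3 of 6 libraries above every placebo-treated *muMt*-/- library (exact permutation test, p = 0.0087, adjusted p = 0.026). Of the 82 genes, 79 were lower in placebo-treated *muMt*-/- mice, 29 passed over all genes and 56 adjusted over the list alone. With GABA 81 were higher, 0 passed over all genes, 29 adjusted over the list alone and 52 had an unadjusted p under 0.05. Adjustment for the share of nuclear RNA in each library, chosen after the data were seen, moved these values most, to -0.83 and 0.615 (exact permutation tests, adjusted p = 0.0195 and 0.0372 over 21 comparisons). Removing the trend of expression with transcript length, also chosen after the data were seen, gave -1.02 and 0.785 (exact permutation tests, adjusted p = 0.0195 and 0.0501). Over all alternatives with such tests, the fits without 1 library included, the adjusted p of the fall ran from 0.013 to 0.0195. That of the rise ran from 0.00974 to 0.0501 (exact permutation tests).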

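The 77 OXPHOS subunits had scores of 0.371 ± 0.186, -0.493 ± 0.299 and 0.122 ± 0.443 in the same groups (SD, n = 6 each). The score fell by 0.863 in placebo-treated *muMt*-/- mice, in 6 of 6 libraries (exact permutation test, p = 0.0022, adjusted p = 0.013), and rose by 0.615 with GABA, in 5 of 6 libraries (exact permutation test, p = 0.026, adjusted p = 0.0668). Without *muMt*-/- GABA replicate 1 the rise was 0.80 (exact permutation test, adjusted p = 0.00974). Of the 77 genes, 68 were lower in placebo-treated *muMt*-/- mice, 9 passed over all genes and 22 adjusted over the list alone. With GABA 73 were higher, 0 passed either way and 17 had an unadjusted p under 0.05. After adjustment for the share of nuclear RNA, the differences were -0.287 (exact permutation test, p = 0.026) and 0.159 (exact permutation test, p = 0.286).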

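The 84 cell cycle genes had scores of 0.376 ± 0.293, -0.337 ± 0.366 and -0.0390 ± 0.545 (SD, n = 6 each). The score fell by 0.713 in placebo-treated *muMt*-/- mice, in 5 of 6 libraries (exact permutation test, p = 0.0087, adjusted p = 0.026). The difference was -0.622 without WT replicate 3, -0.688 without WT replicate 4 and -0.676 without *muMt*-/- placebo replicate 6 (exact permutation tests, adjusted p = 0.052 for each). Between GABA- and placebo-treated *muMt*-/- mice the score differed by 0.298, within the spread between libraries (exact permutation test, p = 0.288, adjusted p = 0.370). Of the 84 genes, 74 were lower in placebo-treated *muMt*-/- mice, 3 passed over all genes and 10 adjusted over the list alone. With GABA 61 were higher, 0 passed either way and 5 had an unadjusted p under 0.05.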

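The 25 OXPHOS genes of Extended Data Fig. 5f were chosen by the study on these libraries, so part of the differences below can follow from the choice. Their score was 0.647 ± 0.295, -0.705 ± 0.366 and 0.0577 ± 0.703 (SD, n = 6 each). It fell by 1.35 in placebo-treated *muMt*-/- mice, in 6 of 6 libraries (exact permutation test, p = 0.0022, adjusted p = 0.0039 over 9 comparisons), with 24 of 25 genes lower, 8 passing over all genes and 25 adjusted over the list alone. It rose by 0.763 with GABA, in 5 of 6 libraries (exact permutation test, p = 0.0368, adjusted p = 0.0473). The adjusted p of this rise lay above 0.05 in 11 of the 12 fits that left out 1 library, up to 0.0925 without *muMt*-/- GABA replicate 6, and was 0.00325 without *muMt*-/- GABA replicate 1. Over all genes 0 passed with GABA, adjusted over the list alone 1 passed, and 11 had an unadjusted p under 0.05.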

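*Atp5d* (chromosome 10 of mm10 from 80138698 to 80145828) had 44.2 ± 5.75 normalized molecules in WT mice, 23.3 ± 11.1 in placebo-treated *muMt*-/- mice and 38.2 ± 10.9 in GABA-treated *muMt*-/- mice (SD, n = 6 each; exact permutation tests, adjusted p = 0.0208 for the fall and 0.0642 for the rise with GABA). *Atp5g2* (chromosome 15 from 102662868 to 102671047) had 65.8 ± 4.24, 42.4 ± 6.48 and 63.7 ± 13.9 molecules (exact adjusted p = 0.013 and 0.0223). *Ndufb2* (chromosome 6 from 39592565 to 39599843) had 20.1 ± 3.12, 12.4 ± 4.81 and 18.1 ± 2.16 molecules (exact adjusted p = 0.028 and 0.0487). In edgeR's test over all genes, *Atp5d* and *Atp5g2* passed between placebo-treated *muMt*-/- and WT mice (log2 fold changes -0.85 and -0.64, adjusted p = 0.0354 and 0.0309), and lost the call in 6 and 7 of the 12 fits that left out 1 library, with an adjusted p of up to 0.124 for *Atp5d* without *muMt*-/- placebo replicate 4 and 0.0883 for *Atp5g2* without *muMt*-/- placebo replicate 2. *Ndufb2* had an adjusted p of 0.0652, and 0.0361 without *muMt*-/- placebo replicate 1. With GABA the adjusted p was 0.34, 0.196 and 0.43, and *Atp5g2* passed without *muMt*-/- GABA replicate 1 (0.0362). The annotation terms for these genes were not analysed here.

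**Figure D4:**
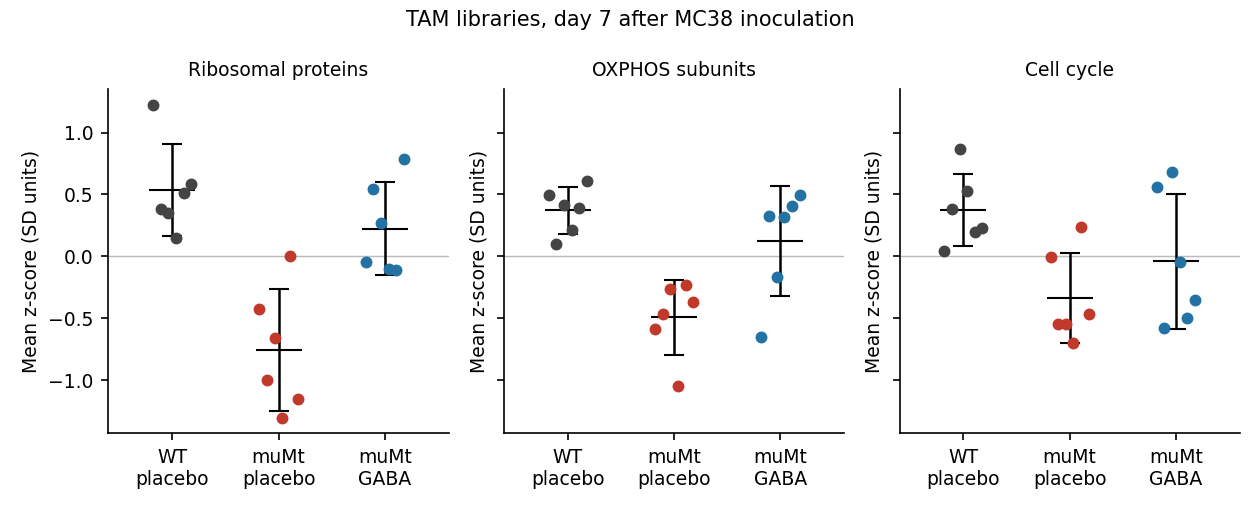
Score of each TAM library (mean z-score of the list, in SD units) by group for 82 ribosomal protein genes, 77 OXPHOS subunits and 84 cell cycle genes, with the mean and SD of 6 mice as bars. All 6 placebo-treated *muMt*-/- libraries lie below every WT library for the first and second list.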

GABA_A_ receptor agonists have been shown to diminish the production of inflammatory cytokines by antigen-presenting cells^21^. We found that TAMs isolated from picrotoxin-treated WT mice upregulated expression of transcripts related to calcium signalling and inflammatory cytokines, such as IFNγ-targeted genes (Fig. 3h and Extended Data Fig. 5g). Genes related to translation, the cell cycle and mitochondria and genes targeted by the interleukin-10 receptor (IL-10R) were downregulated by picrotoxin (Fig. 3h and Extended Data Fig. 5g). These results strongly suggest that GABA affects fundamental processes of macrophage physiology and facilitates polarization towards an anti-inflammatory phenotype.

## Macrophage conditioning by GABA

Because TAMs are mostly derived from monocytes^22,23^, we assessed whether GABA influenced differentiation of mouse and human monocytes into macrophages. GABA added to macrophages differentiated under neutral conditions (M-0) increased cell number, cell viability and expression of folate receptor β (FRβ), which characterizes anti-inflammatory macrophages^24^ (Fig. 4a, b, and Extended Data Fig. 6a–c). Gene transcripts related to the cell cycle (such as *Mki67*, *Ccnd1* and *Myc*) and folate metabolism (such as *Folr2*, *Mthfd2* and *Dhfr*) were upregulated by GABA (Extended Data Fig. 6d). Transcriptome and proteome profiling identified a distinct GABA M-0 signature, characterized by activation of pathways related to energy metabolism such as OXPHOS and PPAR signalling and downregulation of pathways related to neuroinflammation and nitric oxide (NO) and ROS production (Fig. 4c). Indeed, real-time measurements confirmed that GABA conditioning increased macrophage bioenergetics, particularly mitochondrial respiration (Extended Data Fig. 6e).

**Fig. 4:**
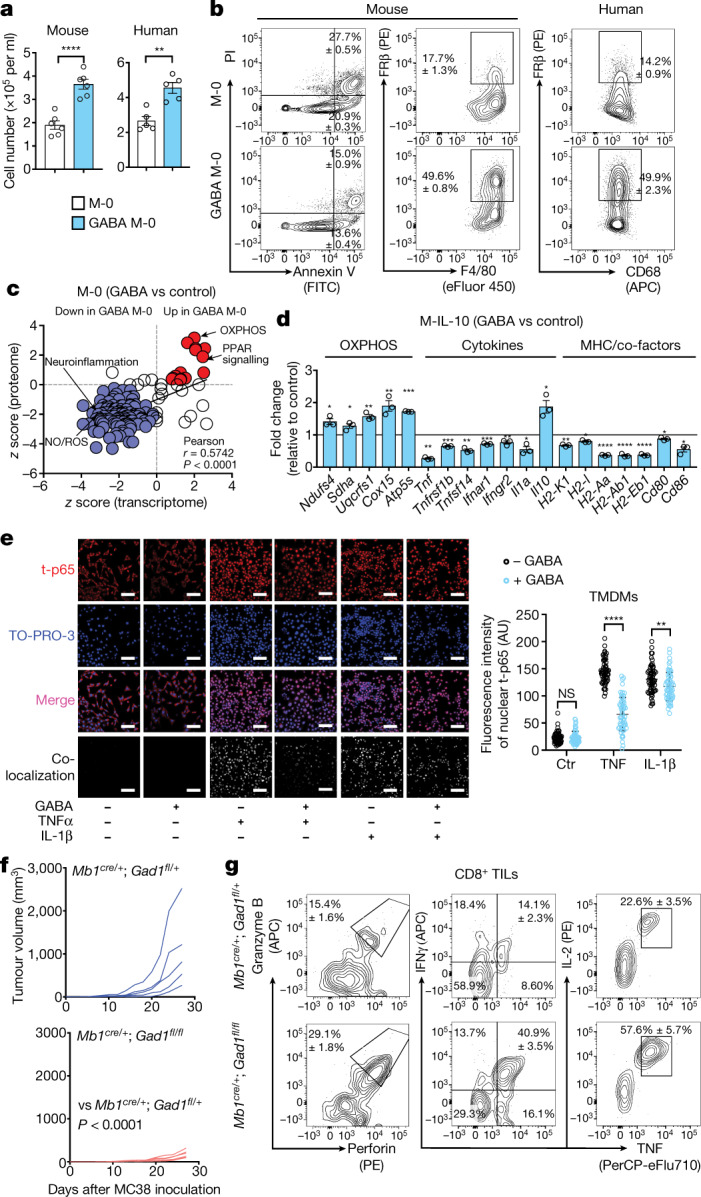
B cell-derived GABA differentiates anti-inflammatory macrophages, promoting tumour growth. **a**, Quantification of mouse bone marrow or human monocytes cultured in the presence of macrophage colony-stimulating factor (M-CSF) for 6 d (mouse, *n* = 6) or 7 d (human, *n* = 5) with (GABA M-0) or without (M-0) 1 mM GABA. **b**, Flow cytometry of GABA M-0 and M-0 cell viability (assessed with propidium iodide (PI) and Annexin V, *n* = 4), F4/80, CD68 and FRβ (mouse, *n* = 3; human, *n* = 5)). **c**, Pathway analysis of mouse GABA M-0 and M-0 transcriptomes (*n* = 2) and proteomes (*n* = 3) (red, upregulated (>0); purple, downregulated (<0)). **d**, Gene expression of mouse M-0 and GABA M-0 cells after 6 h of treatment with IL-10 (M-IL-10 and GABA M-IL-10) (*n* = 3). **e**, Day 7 MC38 tumour monocytes differentiated in vitro into tumour monocyte-derived macrophages (TMDMs) with or without treatment with 1 mM GABA. Immunocytochemistry shows nuclear (TO-PRO-3) localization of total NF-κB p65 (t-p65) after TNF or IL-1β stimulation. Scale bars, 100 µm (*n* = 60). AU, arbitrary units. **f**, MC38 tumour volume in *Mb1*^*cre*/+^;*Gad1*^*fl/+*^ (*n* = 5) or *Mb1*^*cre*/+^;*Gad1*^*fl/fl*^ (*n* = 6) mice. **g**, Flow cytometry of intracellular cytokines in CD8^+^ tumour-infiltrating lymphocytes (TILs) after re-stimulation (*Mb1*^*cre*/+^;*Gad1*^*fl/+*^, *n* = 4; *Mb1*^*cre*/+^;*Gad1*^*fl/fl*^, *n* = 5). Significance was calculated by two-tailed unpaired *t*-test (**a**, **d**) or two-way ANOVA (**e**, **f**): *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS, not significant. Data are shown as mean ± s.e.m. *n* indicates the number of biological (**c**, **d**, **f**, **g**) or technical (**a**, **b**, **e**) replicates. Data are representative of two (**c** (proteome)) or three (**a** (mouse), **b** (mouse)) experiments. Exact *P* values are provided in the source data. Source data

Like GABA, IL-10 has also been shown to elicit anti-inflammatory macrophages by metabolic reprogramming promoting OXPHOS^25^, and is known to be secreted by B cells and IgA^+^ plasma cells^26,27^. 

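The IL-10 receptor A activation score of IPA was not analysed here, and 5 transcripts of the pathway were compared one by one in TAMs of placebo-treated mice. *Il10* itself had 6 molecules in all 18 TAM libraries together and was not tested. *Il10ra* (chromosome 9 of mm10 from 45253837 to 45269149) had 20.9 ± 4.29 normalized molecules in WT mice and 33.2 ± 12.6 in *muMt*-/- mice (SD, n = 6 each), a log2 fold change of 0.58 (standard error 0.21, edgeR adjusted p = 0.158). *Socs3* (chromosome 11 from 117966079 to 117970336) had 42.6 ± 5.76 and 62.6 ± 12.1 molecules, a log2 fold change of 0.52 (standard error 0.17, adjusted p = 0.0883), and passed under DESeq2's adjusted p (0.0261) and with the filter filterByExpr (0.0289). *Il10rb*, *Stat3* and *Bcl3* had log2 fold changes of 0.25, 0.30 and -0.23 (adjusted p = 0.705, 0.422 and 0.841), and that of *Bcl3* was 0.01 without WT replicate 2.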

We observed that the IL-10 receptor A signalling pathway was upregulated in TAMs from WT mice compared with *muMt*^–/–^ mice and downregulated in WT mice by picrotoxin (Extended Data Fig. 5d, g). We next investigated how these two immune-regulatory molecules might influence macrophage generation and function. Monocytes were differentiated in the presence or absence of GABA, followed by the addition of IL-10 to cell cultures (hereafter, GABA M-IL-10 and M-IL-10), before transcriptional, bioenergetic and functional analyses (Extended Data Fig. 7a). Most transcripts of cytokines, cytokine receptors and major histocompatibility complex (MHC) presentation pathway molecules were downregulated by GABA pre-treatment, while IL-10 and OXPHOS transcripts were significantly upregulated (Fig. 4d and Extended Data Fig. 7h). GABA_A_ receptors were involved in these transcriptomic changes, as the addition of picrotoxin partially reverted the effect of GABA on M-IL-10 cells, including IL-10 transcripts (Extended Data Fig. 7h). Real-time PCR and bioenergetic profiling confirmed that combined GABA and IL-10 increased IL-10 transcription and enhanced mitochondrial respiration, indicating generation of macrophages with anti-inflammatory properties (Extended Data Fig. 7b–d). Indeed, M-IL-10 cells conditioned with GABA or B cells significantly suppressed CD8^+^ T cell activation in a co-culture assay, reducing granzyme B production and IFNγ and TNF secretion relative to M-IL-10 cells (Extended Data Figs. 7e, f, 8). The inhibitory effect was partially dependent on IL-10, as IL-10-blocking antibodies restored granzyme B to control levels, without affecting inflammatory cytokine production (Extended Data Figs. 7e, f, 8). In vivo, the transfer of GABA M-IL-10 cells facilitated MC38 tumour growth compared with controls receiving no cells or M-IL-10 cells (Extended Data Fig. 7g).

We next asked whether there is a specific convergence of GABA signalling on the TNF signalling pathway. Monocytes isolated from MC38 tumours were differentiated in vitro in the presence of GABA, before stimulation with TNF or IL-1β to induce nuclear factor (NF)-κB activation. GABA greatly reduced the nuclear localization of total p65 induced by TNF, while only partially attenuating its translocation induced by IL-1β (Fig. 4e). Together, these results indicate that GABA facilitates differentiation, expansion and survival of macrophages with anti-inflammatory properties.

## B cell-specific deletion of GAD67

We finally asked whether B cell-specific reduction of GABA synthesis is sufficient to restore anti-tumour responses. Mice carrying a *loxP*-flanked *Gad1* gene encoding GAD67 (*Gad1*^*fl/fl*^) were crossed to transgenic mice with B cell-specific expression of Cre (*Cd79a-cre*; referred to hereafter as *Mb1-cre*) to generate *Mb1*^*cre*/+^;*Gad1*^*fl/fl*^ mice. *Mb1*^*cre*/+^;*Gad1*^*fl*/*fl*^ mice developed normally, and the frequency and number of B cells and their precursors in the bone marrow were similar to those in control *Mb1*^*cre*/+^;*Gad1*^*fl/+*^ mice, as were the frequency and number of B and T cell subsets in peripheral lymphoid tissues, the gut and the peritoneal cavity (Extended Data Fig. 9). We confirmed that conditional inactivation of GAD67 in *Mb1*^*cre/+*^;*Gad1*^*fl/fl*^ mice reduced GABA in B cells to levels similar to those observed in T cells (Extended Data Fig. 10a). *Mb1*^*cre*/+^;*Gad1*^*fl/fl*^ mice significantly controlled growth of implanted MC38 tumours compared with *Mb1*^*cre*/+^;*Gad1*^*fl/+*^ mice (Fig. 4f), with tumour tissues characterized by infiltrating CD8^+^ T cells with enhanced cytotoxic and inflammatory properties (Fig. 4g and Extended Data Fig. 10b). Together, these results indicate that GABA produced by B cells significantly limits anti-tumour T cell responses.

## Discussion

The demands for biomass building and synthesis of effector molecules during immune activation require large adjustments in cell metabolism, and generate countless small molecules. Small metabolites have great evolutionary potential as communication molecules, as they can be synthesized and secreted much more rapidly, using fewer cellular resources, than components of classical cell signalling pathways mediated by cytoplasmic, membrane-bound or secreted proteins. This research builds on a body of work describing GABA acting on mature immune cells, such as CD4^+^ T cell effector subsets and haematopoietic precursors in the bone marrow. For many of these studies, the source of GABA remained unclear^16,28–33^. We show that GABA is produced and secreted by both mouse and human B cells, and demonstrate that B cell- or plasma cell-derived GABA is a decisive factor regulating macrophage and CD8^+^ T cell responses and tumour growth in a mouse model of colon cancer.

The presence of IgA^+^ plasma cells expressing PD-L1 and IL-10 within the tumour environment has been linked with poor T cell immunity in human prostatic and liver cancers^34,35^. Increased tumour-infiltrating IL-10-producing regulatory B cells also correlated with immune evasion in patients with gastric cancer^36^. We observed little infiltration of tumours by B cells or IgA^+^ plasma cells in the MC38 tumour model, suggesting that B cell conditioning of CD8^+^ T cells or monocytes in this model may occur upstream, during cell differentiation, migration or priming in the LN. However, in human renal cell tumours heavily infiltrated with B cells and IgA^+^ plasma cells, GABA was almost exclusively detected in B cell and IgA^+^ plasma cell areas (Extended Data Fig. 10c), suggesting that GABA produced in the tumour microenvironment may also regulate T cells and monocytes in some settings, perhaps explaining the poor prognosis for renal cell cancers with high infiltration of B-lineage cells^37^.

The fluctuations in metabolite uptake and secretion that accompany cell activation during immune responses appear to influence both nearby cells and immune outcomes in distant organs. Understanding how intracellular metabolite networks extend into the extracellular milieu to mediate interactions between cells may facilitate development of targeted therapeutic approaches to inhibit tumour cell growth while sparing, or even enhancing, cellular immunity to cancer.

## Methods

### Mice

*muMt*^–/–^ (C57BL/6J), *Cd3e*^–/–^ (C57BL/6J)^38^ *Rag1*^–/–^ (C57BL/6J) and WT mice were bred and maintained under specific-pathogen-free conditions at the RIKEN Center for Integrative Medical Sciences. *Mb1*^*cre*/+^ (C57BL/6J)^39^ and *Gad1*^fl/+^ (C57BL/6J)^40^ mice were provided by M. Reth (University of Freiburg) and Y. Yanagawa (Gunma University Graduate School of Medicine), respectively. Male *Mb1*^*cre*/+^; *Gad1*^fl/+^ and female *Gad1*^fl/+^ mice were crossed to generate mice with B cell-specific *Gad1* knockout (*Mb1*^*cre*/+^; *Gad1*^fl/fl^) or control mice (*Mb1*^*cre*/+^; *Gad1*^fl/+^). Littermate or appropriate age- and sex-matched mice were used for analyses. All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee at RIKEN.

### Human tissue samples

The tonsil samples were collected from donors who (or whose parent(s), in the case of children) provided informed consent on the study, which has been approved by the IRB board at Kyoto University (IRB number: G-1250). Renal cancer samples were collected from the donors who provided informed consent on the study, which has been approved by the IRB board at Kyoto University (IRB number: G-1012).

### Foot-pad immunization

Mice were immunized with CFA-emulsified (1:1) OVA in the left foot pad (20 μg per mouse in approximately 20 μl). Seven days later, cLNs and iLNs were isolated for further analyses.

### Metabolome analysis

Metabolome analysis was performed as described previously^41^. In brief, frozen tissues or cells were homogenized in methanol, followed by addition of chloroform and ultrapure water. After centrifugation and filtration (Ultrafree-MC, UFC3 LCC NB, Human Metabolome Technologies), the solvent was removed using a vacuum concentrator (SpeedVac, Thermo). The concentrated filtrate was used for metabolite analysis. For quantification of GABA, 600 nM of 4-aminobutyric-2,2,3,3,4,4-d6 acids (Sigma-Aldrich) was dissolved in methanol before lysis of the samples. MetaboAnalystR 5.0 was used for statistical analysis (Auto scaling), enrichment analysis and metabolic pathway analysis to calculate pathway impact values (https://www.metaboanalyst.ca/home.xhtml).

### Imaging mass spectrometry

On-tissue derivatization of glutamine and GABA was performed as described previously^41^. In brief, to perform matrix-assisted laser desorption/ionization (MALDI) MS imaging of amino acids, 5 mg ml^–1^ of *p*-*N*,*N*,*N*-trimethylammonioanilyl *N*′-hydroxysuccinimidyl carbamate iodide (TAHS) reagent dissolved in acetonitrile was applied to the surface of thin sections using an airbrush with a 0.2-mm nozzle calibre (Procon Boy FWA Platinum, Mr. Hobby). Tissue sections were incubated for 15 min at 55 °C, followed by application of 2,5-dihydroxybenzoic acid dissolved in acetonitrile containing 0.2% formate. IMS was performed using a MALDI ion trap mass spectrometer (MALDI LTQ XL, Thermo Scientific) equipped with a 60-Hz N_2_ laser at 337 nm. The laser scan pitch was set at 40 µm, and the laser was irradiated 50 times for each pixel at a repetition rate of 20 Hz. Mass spectra were acquired in positive-ion mode in conjunction with consecutive reaction monitoring mode. Ion transitions at *m*/*z* 323.2 > 177.1 and *m*/*z* 280.2 > 177.1 (mass window, 0.75 u) were used to detect specific signals of TAHS-derivatized glutamine and GABA, respectively. Acquired data were analysed and ion images were constructed using ImageQuest (version 1.0.1, Thermo Fisher Scientific).

### Patients with rheumatoid arthritis

Patients with rheumatoid arthritis were enrolled in the Kyoto University Rheumatoid Arthritis Management Alliance (KURAMA) cohort in 2018. The SDAI and DAS28-CRP scores were used to evaluate disease severity. The levels of anti-CCP antibodies and GABA in plasma were examined. This study complied with the principles of the Declaration of Helsinki and its procedures and protocols were approved by the Medical Ethics Committee of Kyoto University Graduate School and Faculty of Medicine (approval no. R0357). Informed consent was obtained from all participants.

### Flow cytometry

Cells were stained with the following antibodies, and flow cytometry was then performed on a BD FACSAria II flow cytometry system (BD Biosciences): anti-CD8a (BioLegend, clone 53-6.7), anti-TCRβ (BioLegend, clone H57-597), anti-CD4 (BioLegend, clone RM4-5), anti-CD62L (BioLegend, clone MEL-14), anti-CD11c (BioLegend, clone N418), anti-CD11b (BioLegend, clone M1/70), anti-CD3ε (BioLegend, clone 145-2C11), anti-CD45.2 (BioLegend, clone 104), anti-granzyme B (BioLegend, clone QA16A02), anti-perforin (BioLegend, clone S16009B), anti-F4/80 (BioLegend, clone BM8), anti-cKit (BioLegend, clone 2B8), anti-SCA-1 (BioLegend, clone D7), anti-CD48 (BioLegend, clone HM48-1), anti-CD150 (BioLegend, clone TC15-12F12.2), anti-CD93 (BioLegend, clone AA4.1), anti-CD38 (BioLegend, clone 90), anti-IFNγ (eBioscience, clone XMG1.2), anti-CD44 (eBioscience, clone IM7), anti-B220 (eBioscience, clone RA3-6B2), anti-TNF (eBioscience, clone MP6-XT22), anti-IgD (eBioscience, clone 11-26c), anti-CD21/CD35 (eBioscience, clone eBio4E3), anti-FOXP3 (eBioscience, clone FJK-16s), anti-CD25 (BD Biosciences, clone PC61), anti-TCRβ (BD Biosciences, clone H57-597), anti-IL-2 (BD Biosciences, clone JES6-5H4), anti-CD23 (BD Biosciences, clone B3B4), anti-CD43 (BD Biosciences, clone S7), anti-CD16/32 (BD Biosciences, clone 2.4G2), anti-CD19 (BD Biosciences, clone 1D3), anti-CD5 (BD Biosciences, clone 53-7.3), anti-CD95 (BD Biosciences, clone Jo2), anti-γδ TCR (BD Biosciences, clone GL3), anti-IgM (SouthernBiotech, polyclonal) and anti-IgA (SouthernBiotech, polyclonal). Apoptotic cells were stained using FITC Annexin V Apoptosis Detection Kit I (BD Biosciences). Proliferating cells were analysed using the CellTrace-Violet Cell Proliferation kit (Thermo Fisher Scientific). To measure intracellular cytokine production, cells were re-stimulated with phorbol 12-myristate 13-acetate (PMA; 50 ng ml^–1^) and ionomycin (500 ng ml^–1^) (Sigma-Aldrich) in the presence of GolgiStop (BD Biosciences) for 4 h. Intracellular staining was performed using the Fixation/Permeabilization Solution kit (BD Biosciences). Data were analysed with FlowJo software (Tree Star).

### Cell sorting

CD4^+^ or CD8^+^ T cells (CD11c^–^CD11b^–^B220^–^ and CD4^+^ or CD8^+^), naive CD4^+^ T cells (CD11c^–^CD11b^–^B220^–^CD8^–^CD4^+^CD44^low^CD62L^+^), B cells (CD11c^–^CD11b^–^CD4^–^CD8^–^B220^+^) and CD11b/c (B220^–^CD11c^+^ and/or CD11b^+^) cells were sorted from LNs (pooled axillary, brachial and inguinal LNs); follicular (FO) B cells (CD19^+^CD21^mid^CD23^+^) were sorted from spleen; Peyer’s patch B cells (B220^+^IgD^hi^) and lamina propria IgA^+^ plasma cells (B220^–^IgA^+^) were sorted from small intestine; and bone marrow B cells (B220^hi^TCRβ^–^) were sorted from the bone marrow of WT mice (Supplementary Fig. 1). Tumour-infiltrating CD8^+^ T cells (CD45^+^TCRβ^+^CD8^+^), monocytes (CD45^+^CD11b^+^F4/80^–^Ly6C^hi^) and macrophages (CD45^+^CD11b^+^F4/80^hi^) were sorted 7 d after inoculation with MC38 cells (Supplementary Fig. 2). Fresh human peripheral blood mononuclear cells (PBMCs) were isolated by Ficoll gradient centrifugation. Fresh PBMCs, frozen PBMCs (Lonza) or frozen human tonsil cells were stained with biotin-labelled anti-CD20 (BioLegend, clone 2H7) and anti-CD19 (BioLegend, clone HIB19), and B cells were captured by magnetic selection using anti-biotin MicroBeads (Miltenyi Biotec). T cells were enriched with the Human Pan-T Cell Negative Isolation kit (Miltenyi Biotec).

### Real-time PCR

Total RNA was purified using TRIzol reagent (Invitrogen). cDNA synthesis was performed using SuperScript II Reverse Transcriptase (Invitrogen) after DNase I treatment (Invitrogen), and real-time PCR was then run using Thunderbird SYBR Green qPCR mix (Toyobo) and results were analysed with LightCycler 96 SW 1.1 software (Roche). The relative expression levels of mRNAs were normalized to the expression of *Actb* (mouse) or 18S rRNA (human) and are represented relative to control cells. The following primers were used. Mouse primers: *Gad1* (ref. ^42^): F, 5′-AGGCAGTCCTCCAAGAACCT-3′; R, 5′-CCGTTCTTAGCTGGAAGCAG-3′*; Gad2* (ref. ^43^): F, 5′-TCAACTAAGTCCCACCCTAAG-3′; R, 5′-CCCTGTAGAGTCAATACCTGC-3′; *Il10* (ref. ^44^): F, 5′-CAAGGAGCATTTGAATTCCC-3′; R, 5′-GGCCTTGTAGACACCTTGGTC-3′; *Actb*: F, 5′-CACCCTGTGCTGCTCACCGA-3′; R, 5′-AGTGTGGGTGACCCCGTCTCC-3′. Human primers: 18S rRNA^45^: F, 5′-GGCCCTGTAATTGGAATGAGTC-3′; R, 5′-CCAAGATCCAACTACGAGCTT-3′; *GAD1* (ref. ^46^): F, 5′-CGAGTCCCTGGAGCAGATCCTGGTT-3′; R, 5′-GTCAGCCATTCTCCAGCTAGGCCAATAATA-3′; *GAD2* (ref. ^46^): F, 5′-CAACCAAATGCATGCCTCCTACCTCTTTCA-3′; R, 5′-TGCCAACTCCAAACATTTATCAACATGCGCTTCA-3′.

### In vitro activation and [^13^C_5_,^15^N_2_]glutamine tracing

Mouse T or B cells were purified from LNs with B cell (positive selection) or T cell (negative selection) magnetic beads (Miltenyi Biotec) and cultured for 24 or 72 h in RPMI-1640 (Wako) supplemented with 10% (vol/vol) dialysed FBS (Thermo Fisher Scientific), 1× MEM NEAA, 10 mM HEPES, 50 µM of 2-mercaptoethanol, 1 mM sodium pyruvate, 100 U ml^–1^ penicillin and 100 U ml^–1^ streptomycin. T cells were stimulated with anti-CD3 (2.5 µg ml^–1^; 145-2C11, BD Biosciences) bound to a 96-well plate in the presence of anti-CD28 (2 µg ml^–1^; 37.51, BD Biosciences) and IL-2 (20 ng ml^–1^; R&D Systems). B cells were stimulated with anti-IgM (8 µg ml^–1^; Jackson Immuno Research) alone, anti-IgM (8 µg ml^–1^) plus anti-CD40 (10 µg ml^–1^; BD Biosciences) or LPS (100 ng ml^–1^; Sigma-Aldrich). For [^13^C_5_,^15^N_2_]glutamine tracing, glutamine-free medium was supplemented with 2 mM of ^13^C_5_,^15^N_2_-labelled l-glutamine (Taiyo Nippon Sanso).

For human B cell culture, PBMCs or tonsil-derived B cells were stimulated with a mix of human IL-21 (50 ng ml^–1^; BioLegend), human CD40L (100 ng ml^–1^; BioLegend) and human IL-2 (10 ng ml^–1^; R&D Systems) or a mix of F(ab′)_2_ goat anti-human IgG/IgM (1 µg ml^–1^; Invitrogen), CpG oligonucleotides (ODN 2006; 4 µg ml^–1^; InvivoGen), human IFNα (1,000 U ml^–1^; R&D Systems) and human IL-2 (10 ng ml^–1^; R&D Systems) as described previously^47^ for 5 d in the medium containing ^13^C_5_,^15^N_2_-labelled l-glutamine described above.

### Monocyte-derived macrophage culture

Bone marrow cells were isolated from mouse femurs. Red blood cells were removed with lysis buffer (0.15 M NH_4_Cl, 1 mM KHCO_3_, 0.1 mM Na_2_EDTA). Monocytes were further purified from bone marrow cells using the EasySep Mouse Monocyte Isolation kit (STEMCELL Technologies). Total bone marrow cells (2 × 10^6^ cells per ml) or purified monocytes (0.5 × 10^6^ cells per ml) were suspended in complete RPMI-1640 (supplemented with 10% (vol/vol) dialysed FBS (Thermo Fisher Scientific), 1× MEM NEAA, 10 mM HEPES, 50 µM of 2-mercaptoethanol, 1 mM sodium pyruvate, 100 U ml^–1^ penicillin, 100 U ml^–1^ streptomycin) with 20 ng ml^–1^ M-CSF (R&D Systems), and seeded on 24-well or 48-well plates. On day 3, non-adherent cells were discarded and adherent cells were further cultured for three more days with fresh medium supplemented with 20 ng ml^–1^ M-CSF. Adherent cells confirmed to be CD11b^+^F4/80^+^ were considered to be mature BMDMs (M-0).

For polarization, M-0 cells were stimulated with 10 ng ml^–1^ IL-10 (R&D Systems) for 6 h (M-IL-10). For GABA conditioning, 1 mM GABA (Sigma-Aldrich) was added from the start of the cultures, refreshed on day 3 (termed M-0 and GABA M-0) and also during the polarization period (termed M-IL-10 and GABA M-IL-10).

For culture of human monocyte-derived macrophages, human peripheral blood CD14^+^ monocytes (Lonza) were cultured in RPMI-1640 (supplemented with 20% (vol/vol) dialysed FBS (Thermo Fisher Scientific), 1× MEM NEAA, 10 mM HEPES, 50 µM of 2-mercaptoethanol, 1 mM sodium pyruvate, 100 U ml^–1^ penicillin, 100 U ml^–1^ streptomycin) with 100 ng ml^–1^ human M-CSF (R&D Systems) and left untreated or treated with GABA (1 mM) for 7 d. Adherent cells were analysed by flow cytometry.

### Co-culture assays

For macrophage–T cell co-cultures, 2 × 10^4^ BMDMs differentiated in the above conditions were seeded together with 5 × 10^4^ sorted CD8^+^ T cells and stimulated for 3 d with anti-CD3 (1 µg ml^–1^; 145-2C11, BD Biosciences) and anti-CD28 (0.5 µg ml^–1^; 37.51, BD Biosciences), in the presence or absence of anti-IL-10 blocking antibodies (4 or 10 μg ml^–1^; JES5-2A5, eBioscience).

For macrophage conditioning with B cells followed by T cell co-cultures, purified LN B cells were stimulated with anti-IgM (8 µg ml^–1^) plus anti-CD40 (10 µg ml^–1^; BD Biosciences) for 3 d. Bone marrow cells were differentiated with M-CSF for 1 d, and adherent cells were then cultured with or without activated B cells (1 × 10^5^ cells) for five more days in the presence of M-CSF and further polarized for 6 h with IL-10 (10 ng ml^–1^). Macrophage–T cell co-cultures were performed as described above. After 3 d of co-culture, CD8^+^ T cells were analysed by flow cytometry, and the concentration of IFNγ and TNF in the supernatant was quantified using the Cytometric Bead Array (CBA) Mouse Th1/Th2/Th17 Cytokine kit (BD Biosciences).

### Imaging of NF-κB nuclear translocation

Monocytes (CD45.2^+^CD11b^+^Ly6C^hi^F4/80^–^) infiltrated into MC38 tumour tissues (day 7) were sorted and differentiated in vitro with or without GABA (1 mM) for 6 d and then seeded onto a 35-mm glass-bottom dish (Iwaki) and analysed by immunocytochemistry as previously described^48,49^. Cells were stimulated with recombinant mouse TNF (100 ng ml^–1^) or recombinant mouse IL-1β (100 ng ml^–1^) for 30 min. They were then fixed with 4% paraformaldehyde (Nacalai) for 15 min and processed for immunocytochemistry to examine the intracellular localization of total NF-κB p65. The fixed cells were permeabilized by incubation with 0.2% Triton X-100 (Sigma-Aldrich) for 15 min at 25 °C. Cells were then incubated for 90 min at room temperature with rabbit anti-human total p65 antibody (1:200; clone D14E12, Cell Signaling Technology). After washing with PBS containing 0.2% polyoxyethylene (20) sorbitan monolaurate, cells were incubated with Alexa Fluor 594-conjugated F(ab′)_2_ fragments of goat anti-rabbit IgG (H+L) (1:1,000; Thermo Fisher Scientific) for 60 min in the dark at 25 °C. Samples were washed three times with PBS containing 0.2% polyoxyethylene (20) sorbitan monolaurate and incubated with TO-PRO-3-iodide (1:1,000; Thermo Fisher Scientific) for 15 min. They were then mounted with ProLong Gold Antifade reagent and visualized using a confocal laser scanning microscope (LSM-510, Carl Zeiss). Co-localization analysis was performed using ZEN software (Carl Zeiss).

### Immunofluorescence analysis

For immunofluorescence, tissues were immediately isolated, fixed for 2 h with 4% paraformaldehyde in PBS at 4 °C and soaked in 30% sucrose in PBS overnight at 4 °C. Tissues were then embedded in Tissue-Tek OCT blocks (Sakura) and frozen in liquid nitrogen. The frozen samples were sectioned at a thickness of 10 μm by cryostat (Leica, CM3050S). The following antibodies were used: anti-mouse CD3ε (BioLegend, clone 145-2C11), anti-mouse B220 (eBioscience, clone RA3-6B2) and anti-mouse CD11c (SouthernBiotech, polyclonal). Tissue sections were counterstained with DAPI (Sigma-Aldrich) and mounted with Fluoromount-G antifade reagent (SouthernBiotech).

For human tissue staining, tissues were freshly isolated, embedded in Tissue-Tek OCT blocks (Sakura) or SCEM (SECTION-LAB) and frozen in liquid nitrogen. The frozen samples were sectioned at a thickness of 10 μm by cryostat (Leica, CM3050S). The following antibodies were used for immunohistochemistry staining: anti-human CD68 (eBioscience, clone 815CU17), anti-human CD19 (Abcam, clone EPR5906) and anti-human IgA (SouthernBiotech, polyclonal). Fluorescence images were obtained using a BZ-X700 fluorescence microscope (Keyence).

### Extracellular flux analysis

BMDMs differentiated as described above were seeded on Seahorse XF poly(d-lysine)-coated microplates (Agilent) at 1 × 10^5^ cells per well in Seahorse XFp RPMI medium containing 1 mM XFp sodium pyruvate, 2 mM XFp l-glutamine and 10 mM XFp glucose (Agilent) and incubated for 45 min at 37 °C in a non-CO_2_ incubator before starting the assay using a Seahorse XFp analyser (Agilent). Oligomycin (1.5 μM), FCCP (2 μM) and rotenone/antimycin A (0.5 μM) were added sequentially, and the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured in real time. The maximal respiratory capacity was calculated as (maximum OCR after FCCP injection) – (OCR after rotenone/antimycin A injection).

### Measurement of intracellular Ca^2+^ concentrations

Cells were incubated with 2 µM Fluo-3-AM in RPMI supplemented with 10% FBS for 30 min at 37 °C in the dark, washed in PBS and seeded on 35-mm glass-base dishes with Ca^2+^ imaging buffer (120 mM NaCl, 5 mM KCl, 0.96 mM NaH_2_PO_4_, 1 mM MgCl_2_, 11.1 mM glucose, 1 mM CaCl_2_, 1 mg ml^–1^ BSA and 10 mM HEPES (pH 7.4)) or Ca^2+^-free imaging buffer (120 mM NaCl, 5 mM KCl, 0.96 mM NaH_2_PO_4_, 1 mM MgCl_2_, 11.1 mM glucose, 0.5 mM EGTA, 1 mg ml^–1^ BSA and 10 mM HEPES (pH 7.4)). A confocal laser scanning microscope (LSM510) was used to capture images every 1 s. After baseline image acquisition, cells were stimulated with anti-CD3/CD28 Dynabeads (Thermo Fisher Scientific) or 5 μM thapsigargin (TG). To examine the effects of antagonists for the GABAergic receptor, cells were pre-treated with 100 μM picrotoxin for 5 min. The relative change in intracellular Ca^2+^ concentration (*n* = 60 cells) over time is expressed as the change relative to baseline fluorescence.

### Tumour model

The MC38 (mouse colon adenocarcinoma) cell line was originally provided by J. P. Allison (Memorial Sloan Kettering Cancer Center). Mice were implanted subcutaneously with placebo or GABA pellets designed to release GABA over 21 d (31.5 mg per pellet; Innovative Research) or injected intraperitoneally (i.p.) with DMSO or picrotoxin (40 μg per mouse; Abcam) 1 d before intradermal inoculation with 5 × 10^5^ tumour cells in the right flank. DMSO or picrotoxin injection in 200 μl of saline was performed every other day. For macrophage depletion, control liposomes or liposomal clodronate (Hygieia Bioscience) was injected into mice i.p. 1 d before (50 µl per mouse) and on day 6 after (25 µl per mouse) inoculation. For co-injection experiments, MC38 cells (5 × 10^5^ cells per mouse) were injected into mice together with M-IL-10 or GABA M-IL-10 cells (2.5 × 10^5^ cells per mouse) generated in vitro as described above. Tumour tissues were collected on day 7 or day 15 and digested with collagenase (1.5 mg ml^–1^; Wako) for flow cytometry or sequencing analysis. Tumour volumes were measured with calipers according to the following formula: tumour volume = π × (length × breadth × height)/6.

### RNA sequencing

One hundred intratumoural CD45.2^+^TCRβ^+^CD8^+^ T cells and CD45.2^+^CD11b^+^F4/80^hi^ macrophages were purified on day 7 after tumour injection using a FACSAria III Cell Sorter (BD Biosciences). Cells were collected in SingleCellProtect Single Cell Stabilizing Solution (Avidin) and frozen in liquid nitrogen for digital RNA sequencing^50^. Each library (one per mouse) was sequenced using an indexed pooling method on the MiSeq platform (150 cycles; Illumina kit). Sequencing data were mapped to the mouse genome (mm10 assembly from the UCSC Genome Browser; annotation refFlat from the UCSC Genome Browser) using STAR v.2.5.4b^50^. The normalized number of molecules was calculated using DESeq2 (1.30.1). Genes with significantly different expression (DEGs; two-sided Wald test, *P* < 0.05; average value of normalized number of molecules for all samples >1; log_2_(fold change) >0 or <0) were analysed by Ingenuity Pathway Analysis (IPA; Qiagen). DAVID was used for annotation analysis of DEGs (https://david.ncifcrf.gov/home.jsp). Principal-component analysis (average value of normalized number of molecules of all samples >1) was performed through ClustVis (https://biit.cs.ut.ee/clustvis/). Sequencing datasets have been deposited in the Gene Expression Omnibus under accession codes GSE169543 and GSE183246.

### Gene chip assays

Total cellular RNA was purified using TRIzol (Invitrogen), and the quality was confirmed using Agilent RNA 6000 Pico reagent (Agilent Technologies). The Clariom S Array (Thermo Fisher Scientific) was used to analyse the transcriptome profile (Takara), and data were analysed with Transcriptome Analysis Console Software (Thermo Fisher Scientific) (Supplementary Tables 1 and 2). Pathway analysis was performed using IPA (Qiagen).

### Proteome analysis

For preparation of tryptic peptide samples for MS, the phase transfer surfactant method of refs. ^51,52^ was used to prepare BMDM samples for MS, with minor modifications. In brief, cell pellets of 100,000 cells were lysed in 20 µl lysis buffer (100 mM Tris-Cl pH 9.0, 12 mM sodium deoxycholate, 12 mM sodium *N*-dodecanoylsarcosinate, with cOmplete EDTA-free protease inhibitor (Roche)). The protein concentration of each sample was determined using a Pierce BCA Protein Assay kit (Thermo Fisher Scientific). Protein amount varied from sample to sample (3.2–10.0 µg), and the whole amount of each sample was prepared for MS. Samples were reduced with 10 mM DL-dithiothreitol at 50 °C for 30 min, free thiol groups were alkylated with 40 mM iodoacetamide in the dark at room temperature for 30 min and 55 mM cysteine was then added at room temperature for 10 min to quench the reactions. Samples were diluted 1:2.76 with 50 mM ammonium bicarbonate. Lysyl endopeptidase (FUJIFILM Wako Pure Chemical) and modified trypsin (Promega) were both added at 200 ng, and proteins were digested at 37 °C for 14 h. Tryptic digestion reactions were treated with 1.83 volumes of ethyl acetate and then acidified with trifluoroacetic acid (TFA) to 0.5% (vol/vol) TFA. After centrifugation at 12,000*g* for 5 min, the upper organic phase containing detergent was discarded and a lower aqueous phase containing digested tryptic peptides was dried using a vacuum centrifuge. The samples were desalted with ZipTip Pipette Tips with 0.6 μl of C18 resin (MilliporeSigma) and dried. Afterwards, samples were dissolved in 10 µl of 0.1% (vol/vol) formic acid and 3% (vol/vol) acetonitrile in water. The peptide concentrations were determined using a Pierce Quantitative Colorimetric Peptide Assay kit (Thermo Fisher Scientific). From each sample, 600 ng of tryptic peptides was measured with MS.

To generate a spectral library, aliquots of tryptic peptides from each sample were combined for a 10-μg tryptic peptide sample, which was fractionated using a Pierce High-pH Reversed-Phase Peptide Fractionation (HPRP) kit, according to the manufacturer’s instructions (Thermo Fisher Scientific). For MS, each fraction was dissolved in 6.5 µl of 0.1% (vol/vol) formic acid and 3% (vol/vol) acetonitrile in water and 5.0 µl was measured.

Liquid chromatography and tandem MS (LC–MS/MS) measurements were made using a Q-Exactive Plus Orbitrap mass spectrometer together with a Nanospray Flex ion source (Thermo Fisher Scientific). For LC, an EASY-nLC 1200 system was used (Thermo Fisher Scientific). Solvent A consisted of MS-grade 0.1% (vol/vol) formic acid in water and solvent B consisted of 0.1% (vol/vol) formic acid in 80% (vol/vol) acetonitrile. Samples were measured with a 2-h gradient and a flow rate of 300 nl min^–1^: the gradient increased from 2% solvent B to 34% solvent B from 0–108 min, then from 34% solvent B to 95% solvent B from 108–110 min and finally to 95% solvent B from 110–120 min to wash the system. Peptides were separated using an analytical column with 3-µm C18 particles, an inner diameter of 75 µm and a length of 12.5 cm (Nikkyo Technos), which was preceded by an Acclaim PepMap 100 trap column with 3-µm C18 particles, an inner diameter of 75 µm and a filling length of 2 cm (Thermo Fisher Scientific). The ion transfer capillary temperature was 250 °C and a spray voltage of 2.0 kV was applied during sample measurement.

To generate a spectral library, the HPRP-fractionated samples were measured with data-dependent acquisition (DDA). Full MS spectra were acquired from 380 to 1,500 *m*/*z* at 70,000 resolution. The automatic gain control (AGC) target was 3 × 10^6^, and the maximum injection time (IT) was 100 ms. MS^2^ scans were recorded for the top 20 precursors at 17,500 resolution, and the dynamic exclusion was set to 20 s with the default charge state set to 2. The AGC target was 1 × 10^5^ with a 60-ms maximum IT. The normalized collision energy was 27% for HCD fragmentation. The intensity threshold was 1.3 × 10^4^, and charge states 2–5 were included.

To quantify proteins across samples, they were measured with data-independent acquisition (DIA). Data were acquired with one full MS scan and 32 overlapping isolation windows covering the precursor mass range of 400–1,200 *m*/*z*. For the full MS scan, the resolution was 70,000, 5 × 10^6^ was the AGC target and the maximum IT was set to 120 ms. DIA segments were acquired at a resolution of 35,000, a 3 × 10^6^ AGC target and an automatic maximum IT. The first mass was fixed at 150 *m*/*z*. The normalized collision energy was 27% for HCD fragmentation.

For generation of the spectral library, the eight raw data files obtained from DDA of the HPRP-fractionated tryptic peptides fractions were analysed using Proteome Discoverer version 2.4 (Thermo Fisher Scientific) together with eight raw data files obtained from DDA of eight HPRP-fractionated tryptic peptide fractions derived from BMDM samples, which we had measured previously. The UniProt-reviewed *Mus musculus* (taxon 10090) database was used to process the data files to generate a single results file. Digestion enzyme specificity was set to trypsin (full). Mass tolerance for the precursors was set to 10 p.p.m., and for the fragments the tolerance was 0.02 Da. Carbamidomethylation of cysteine was set as a static modification. Methionine oxidation, N-terminal protein acetylation, methionine loss and methionine loss with N-terminal protein acetylation were set as dynamic modifications. To calculate the false discovery rate (FDR), a concatenated decoy database was used. At both the peptide and protein levels, an FDR of 0.01 was used to filter the search results. To generate the specific spectral library, the results file from Proteome Discoverer was then imported into Spectronaut software (Biognosys).

For quantification of proteins, raw data files from DIA measurements were used to extract protein quantities with the generated spectral library using Spectronaut software (Biognosys). FDR was estimated with the mProphet approach^53^, and set to 0.01 at both the peptide precursor and protein level^54^. Data filtering parameters for quantification were a *q*-value percentile fraction of 0.5 with global imputing and cross-run normalization with global normalization on the median. Pathway analysis based on IPA (Qiagen) was performed to analyse significantly differentially expressed proteins (two-tailed unpaired *t*-test, *P* < 0.05). The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^55^ partner repository with the dataset identifier PXD028403.

### Statistical analysis

Statistical analysis was performed using Prism (GraphPad) or DESeq2. Analyses were conducted using the Pearson’s and Spearman’s correlation test, the Wald test, the two-tailed unpaired Student’s *t*-test or repeated-measures ANOVA. *P* value less than 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-021-04082-1.

## Supplementary information

Supplementary Figures This file contains Supplementary Fig. 1 (Sorting strategies for isolation of immune cells in the peripheral organs) and Fig. 2 (Sorting strategies for isolation of immune cells in tumour tissues).

Reporting Summary

Peer Review File

Supplementary Tables This file contains Supplementary Table 1 (The datasets of M-0 cells analysed by gene chip assay) and Table 2 (The datasets of M-IL-10 cells analysed by gene chip assay).

## Data Availability

The RNA-seq datasets analysed are publicly available in the Gene Expression Omnibus with accession codes GSE169543 and GSE183246. The proteomics datasets are available via ProteomeXchange with identifier PXD028403. The gene chip datasets are provided in Supplementary Tables 1 and 2. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10

# Supplementary material for: B cell-derived GABA elicits IL-10+ macrophages to limit anti-tumour immunity
**Source:** Nature. 2021 Nov 3;599(7885):471–6. doi: 10.1038/s41586-021-04082-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Aria II flow cytometry system was used for collection of FACS data. LC-MS and HPLC (Ultimate3000 system) were used for collection of metabolite data. BZ-X700 fluorescence microscope was used for collection of photomicrograph. LightCycler 96 (SN: 12718) was used for collection q-PCR data. MiSeq System was used for collection RNA sequencing data. Q-Exactive Plus Orbitrap mass spectrometer with a Nanospray Flex ion source coupled to an EASY-nLC 1200 system was used for collection of proteome data                                                                                                                                                             |
| Data analysis   | Flowjo software (10.7.1) was used for FACS analysis. BZ-X analyzer software was used for analysis of photomicrograph. Compound Discoverer 2.0 software was used for non-target analysis of mass spectrometry data. Proteome Discoverer (2.4) was used for analysis of proteome data. MetaboAnalyst 5.0 was used for analysis of metabolome data. LightCycler 96 SW 1.1 software was used for analysis of q-PCR data. DESeq2(ver. 1.30.1) was used for analysis of RNA sequencing data. Ingenuity Pathway Analysis (01-18-06) was used for the pathway and upstream regulator analysis of RNA sequencing and proteome data. PRISM 8 software was used for statistical analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data for quantifications represented in all graphs plotted in figures and extended data figures are available in the online version of the paper. The RNA-seq datasets analyzed are publicly available in the Gene Expression Omnibus repository with the accession numbers GSE169543 and GSE183246 (released on September 02, 2021). The Gene chip datasets are provided in Supplementary Table. The proteomics datasets are available via ProteomeXchange with identifier PXD028403 (released on the date of online publication). The DESeq2 (1.30.1) package was used for analyzing RNA-seq data (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. The number of animals was determined based on the number of animals implemented in previously published papers. The number of human samples was determined based on availability. Each experiment was replicated for subsequent statistical analysis.                                                                                                                                                                                                                                                                             |
| Data exclusions | Infrequently, mice showed signs of inflammation even in normal SPF condition. Therefore, when sacrificed, mice were routinely checked for the inflammation status and samples from mice showing severe inflammation status (splenomegaly and colitis) were excluded.                                                                                                                                                                                                                                                                                                        |
| Replication     | Each animal experiment was performed with at least 3 biological replicates. Clinical human experiment was performed with at least 3 biological replicates except for imaging MS. All attempts at replication gave similar results and reliably reproduced.                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Age and sex matched mice were randomly allocated into experimental groups. In human study, patients with RA were randomly recruited after informed consent and selected based on the availability of plasma sample, then patients together with symptoms other than RA (stroke, herpes zoster, dementia, cancer, hemodialysis, pneumonia, surgery in a year) and under steroid treatment were removed from the analysis to investigate pure RA effect on metabolites. Since ratio of male and female is 1:5.8 in the subject group, we focused on female to avoid sex bias. |
| Blinding        | Blinding was performed in the measurement of the tumor size. Otherwise blinding was not used since the data collection and the analysis were performed with quantitative instruments to maintaining objectivity.                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

(Flow Cytometry)

APC-Cy7-anti-CD8a (Biolegend, clone 53-6.7, # 100713, 1:100), APC-anti-TCR- $\beta$  (Biolegend, clone H57-597, # 109211, 1:50), Brilliant Violet 570-anti-CD4 (Biolegend, clone RM4-5, # 100542, 1:100), Alexa Fluor 700-anti-CD62L (Biolegend, clone MEL-14, # 104426, 1:100), APC-anti-CD11c (Biolegend, clone N418, 117309, 1:100), APC-anti-CD11b (Biolegend, clone M1/70, # 101211, 1:100), anti-CD3 $\epsilon$  (Biolegend, clone 145-2C11), PE-Cy7-anti-CD45.2 (Biolegend, clone 104, #109829, 1:100), APC-anti-Granzyme B (Biolegend, clone QA16A02, # 372203, 1:100), PE-anti-Perforin (Biolegend, clone S16009B, # 154405, 1:100), Alexa Fluor 488-anti-F4/80 (Biolegend, clone BM8, # 123119, 1:100), FITC-anti-cKit (Biolegend, clone 2B8, #105805, 1:100), PE-Cy7-anti-SCA-1 (Biolegend, clone D7, #108113, 1:100), PE-anti-CD48 (Biolegend, clone HM48-1, # 103405, 1:100), Pacific Blue-anti-CD150 (Biolegend, clone TC15-12F12.2, # 115923, 1:100), PE-Cy7-anti-CD93 (Biolegend, clone AA4.1, #136505, 1:200), PE-Cy7-anti-CD38 (Biolegend, clone 90, # 102718, 1:100), APC-anti-IFN- $\gamma$  (eBioscience, clone XMG1.2, #16-7311, 1:100), PE-anti-CD44 (eBioscience, clone IM7, #12-0441, 1:100), APC-anti-B220 (eBioscience, clone RA3-6B2, # 17-0452, 1:100), eFluor450-anti-B220 (eBioscience, clone RA3-6B2, # 48-0452, 1:100), Brilliant Violet 570-anti-B220 (Biolegend, clone RA3-6B2, #103237, 1:100), Alexa Fluor 488-anti-B220 (eBioscience, clone RA3-6B2, # 53-0452, 1:100), PerCP eFluor710-anti-TNF- $\alpha$  (eBioscience, clone MP6-XT22, # 46-7321, 1:100), eFluor450-anti-IgD (eBioscience, clone 11-26c, #48-5993, 1:200), eFluor 450-anti-CD21/CD35 (eBioscience, clone eBio4E3, # 48-0212, 1:200), anti-FOXP3 (eBioscience, clone FJK-16s), PE-anti-CD25 (BD Biosciences, clone PC61, # 553866, 1:50), PE-anti-IL-2 (BD Biosciences, clone JES6-5H4, # 554428, 1:100), PE-anti-CD23 (BD Biosciences, clone B3B4, # 553139, 1:200), PE-Cy7-anti-CD43 (BD Biosciences, clone S7, # 01605B, 1:100), FITC-anti-CD16/32 (BD Biosciences, clone 2.4G2, # 553144, 1:100), APC-anti-CD19 (BD Biosciences, clone 1D3, #550992, 1:100), anti-CD5 (BD Biosciences, clone 53-7.3), anti-CD95 (BD Biosciences, clone Jo2), anti- $\gamma\delta$  TCR (BD Biosciences, clone GL3), FITC-anti-IgM (SouthernBiotech, polyclonal, #1022-02, 1:100) and PE-anti-IgA (SouthernBiotech, polyclonal, # 1040-09, 1:200).

(Sorting)

biotin-anti-CD20 (Biolegend, clone 2H7, #302349, 1:100), biotin-anti-CD19 (Biolegend, clone H1B19, # 302203, 1:100)

(Culture) concentration as described in Method

anti-CD3 (BD Biosciences, 145-2C11, #567115)

anti-CD28 (BD Biosciences, 37.51, # 553294)

anti-IgM (Jackson ImmunoResearch)

anti-CD40 (BD Biosciences, 3/23 or HM40-3, # 553787 or 553721)

F(ab')<sub>2</sub>-Goat anti-human IgG/IgM (Invitrogen)

anti-IL-10 blocking antibodies (eBioscience, JES5-2A5, # 16-7102)

(Imaging of NFkB)

anti-human total p65 rabbit antibody (Cell Signaling Technology, clone D14E12, #8242, 1:200)

Alexa Fluor 594-conjugated F(ab')<sub>2</sub> fragments of goat anti-rabbit IgG (H+L) (Thermo Fisher Scientific, #1:1000)

(Immunofluorescence)

anti-mouse CD3 $\epsilon$  (BD Pharmingen, clone 500A2, #553239, 1:25), anti-mouse B220 (eBioscience, clone RA3-6B2, # 13-0452, 1:50),

anti-mouse CD11c (eBioscience, clone N418, # 13-0114-85, 1:50),

anti-human CD68 (eBioscience, clone 815CU17, #13-0687, 1:50), anti-human CD19 (abcam, clone EPR5906, #ab134114, 1:100),

anti-human IgA (SouthernBiotech, polyclonal, # 2052-31, 1:100)

### Validation

All antibodies from commercial vendors were validated by the manufacturers on their websites.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

MC38 (murine colon adenocarcinoma) cell line was provided by James P. Allison of the Memorial Sloan Kettering Cancer Center.  
Jurkat, clone E6-1 was obtained from Art Weiss (UCSF, CA, USA).

#### Authentication

The cell lines were not authenticated

#### Mycoplasma contamination

MC38 cell lines were tested, and they were mycoplasma free. Jurkat cell lines were not tested.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

WT (C57BL/6J or C57BL/6N), muMt-/- mice (C57BL/6J), Cd3e-/- mice (C57BL/6J), rag1-/- mice (C57BL/6J), mb1cre/+ gad1fl/+ and mb1cre/+ gad1fl/fl mice were used in this study. Both male and female mice were used. 2 Mo-5 Mo old mice were used in this study. The SPF facility of RIKEN is maintained in a 12-hour light, 12-hour dark cycle at 23  $\pm$  2 °C with 50  $\pm$  10% humidity.

#### Wild animals

The study did not involve wild animals.

#### Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

All experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee of the RIKEN Yokohama Branch.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

For blood cell study, healthy volunteers of male and female and age 20-40 with various genetic background were participated. For RA study, Japanese female diagnosed as RA from age 31-75 were participated.

## Recruitment

The students and researchers in Kyoto university were recruited as the healthy volunteers through the oral announcement of the study. Since the participants were age 20-40, it may affect the interpretation of the results in terms of generalization to a broader age. Rheumatoid arthritis patients were enrolled in the Kyoto University Rheumatoid Arthritis Management Alliance (KURAMA) cohort and all were Japanese. The genetic background may affect the interpretation of the result.

## Ethics oversight

All experiments were conducted in accordance with protocols approved by ethical committee of RIKEN.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Kyoto University Rheumatoid Arthritis Management Alliance (KURAMA) cohort

## Study protocol

<http://allie.dbcls.jp/pair/KURAMA;Kyoto+University+Rheumatoid+Arthritis+Management+Alliance.html>

## Data collection

The description was provided in the manuscript.

## Outcomes

The description was provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Mice cells were prepared from spleen, lymph node(LN), small intestine(SI) and bone marrow(BM). For making single cell suspension, spleen and LN were mashed, BM cells were flushed out using syringe and needles from femurs and tibiae, and SI was digested with collagenase (1.5 mg/ml; 30 min twice). Tumor tissues were minced and digested with collagenase (1.5 mg/ml; 30 min once).

## Instrument

BD Aria II flow cytometry system was used for collection of FACS data

## Software

Flowjo software (10.7.1) was used for FACS analysis.

## Cell population abundance

More than 200,000 cells of the targeted populations were sorted using the high purity mode.

## Gating strategy

Using the FSC/SSC gating, debris was removed, and the single alive cells were gated. Each population was gated based on the surface or intracellular markers as described in the manuscript.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

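Digital RNA sequencing was analysed for 36 libraries of 100 sorted cells each, 1 library per mouse and cell type. For each of 2 cell types, TAMs and CD8+ T cells, there were 6 placebo-treated WT mice, 6 placebo-treated *muMt*-/- mice and 6 GABA-treated *muMt*-/- mice, all with MC38 tumours at day 7. The authors mapped the reads with STAR 2.5.4b to mm10 with the refFlat annotation and deposited the count of distinct molecules per gene and library, and no further step was found in the values. The file holds 24781 genes, of which 9188 have no molecule in any library. It has 26 gene names that a spreadsheet had turned into dates, and 2 of these names occur more than once. They were kept as they stand. There were 0 spike-in genes, and 0 columns of values were left without a sample. Coordinates were taken from the RefSeq annotation of the same genome build, in which 24661 of the names were found. *Ighm* and other immunoglobulin constant genes were not analysed here.

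Normalized numbers of molecules are counts divided by the median-of-ratios size factors of DESeq2 over the 18 libraries of a cell type. Across 108 values per mouse that the study lists for single genes, the largest difference from these numbers was 0.00049. Genes with a mean normalized number above 1 were tested, which is the study's own filter. Tests over all genes used edgeR 4.0.16 (quasi-likelihood F-test, TMM normalization, 1 coefficient per group, 18 libraries per fit) with Benjamini-Hochberg adjustment and a threshold of 0.05. Other tools were DESeq2 1.42.0 (the study used DESeq2 1.30.1) and limma 3.58.1 in R 4.3.3, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

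A score is the mean, per library, of the z-scores of a list's genes over the 18 libraries. Lists were 3 given by the study (TNF targets in TAMs, TNF targets in CD8+ T cells and OXPHOS genes in TAMs) and lists written beforehand from general knowledge (TNF-induced, IFNγ-induced, ribosomal protein, OXPHOS subunit and cell cycle genes). These were not taken from a published signature. Group differences of scores, of single genes named by the study, of marker shares and of depth were tested with two-sided exact permutation tests over all arrangements of 6 against 6 (smallest p 0.0022), adjusted over 9 comparisons for the study's lists and 18 for the others. Distances between groups were tested in the same way and adjusted over 6 comparisons. Correlations used 100000 permutations. For relations within the groups, deviations from the group means were permuted over all 18 libraries. This ignores the fitted group means and makes those p-values somewhat too small. Lists of markers of macrophages, T cells, B cells, tumour and stroma, and of nuclear RNA, were written beforehand to look for RNA of other cells and for RNA quality.

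Genes were named by a rule fixed beforehand: the genes the study names for these libraries, *Ighm* and B cell markers, the lists of cytotoxic, IL-10 pathway, GABA and sex-linked genes, and for each comparison the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05 and a mean normalized number of at least 5. Alternatives fixed beforehand were DESeq2's size factors in edgeR, DESeq2's Wald test with adjusted and with unadjusted p, filterByExpr, no filter, a fit to the 12 libraries of a comparison, the replicate number as a block, a robust fit and leaving out each library in turn. For scores and distances they were log2 values, TMM, total molecules, a mean above 5, limma's fry and the study's TAM lists chosen in 3 replicates and tested in the other 3, and for the TNF targets in CD8+ T cells also adjustment for macrophage markers and the list genes less than 4 times as high in TAMs. The choice in 3 replicates kept 100 of 100 TNF targets and 24 of 25 OXPHOS genes, so that it was no check on how the lists were chosen. Corrections for transcript length and GC content, the log2 number of molecules as a covariate, adjustment of TAM scores for nuclear RNA or depth, and the exact tests of single genes were chosen after the data were seen.

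The procedure was tested on simulated data made from these libraries. With a planted log2 fold change of 1, 34 of 100 genes were called in TAMs and 4 of 100 in CD8+ T cells, and with 2 it was 74 and 56. Among the calls, 10 in TAMs and 1 in CD8+ T cells were wrong, and a comparison without planted changes gave 0 calls. A log2 fold change of 1 is therefore mostly not detectable with these libraries, in CD8+ T cells above all.

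The libraries of picrotoxin-treated mice, the annotation of genes by DAVID and the upstream regulators of IPA were not analysed here.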

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

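In this part, the tests of *BC018473*, of the trends with transcript length and GC content, of TNF-induced genes and of what remained after adjustment for nuclear RNA were chosen only after the result was seen, and so was the reading of the adjustment for macrophage markers, itself an alternative set beforehand, as a test of the whole cause; the other tests were set beforehand. In 126 groups of 6 libraries, 13 had 1 library far from the other 5, where 6.3 are expected by chance, so that some of the single libraries below are what chance gives.

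Macrophage markers were found in the CD8+ T cell libraries, a signal that the paper does not report. Their score was higher by 0.782 in placebo-treated *muMt*-/- than in WT mice (exact permutation test, p = 0.0498), with 22 of 22 markers higher. As a share of molecules they were higher by 0.2088%, which did not pass (exact permutation test, p = 0.0433, adjusted p = 0.26 over 30 comparisons). The marker score was 2.004 in *muMt*-/- placebo replicate 1, and the other libraries of its group reached 0.5496 at most. *muMt*-/- placebo replicate 1 lay far above the other 5 libraries of its group in the TNF target score (2.414, against a highest value of 0.7278 in the others) and in the TNF-induced score (1.449, against 0.3782), and its 22 markers stood at 38.08% of their level in TAMs. WT replicate 5 had a TNF target score of -0.1679 where the other WT libraries reached -0.6216 at most, and its markers stood at 12.32%. Within the groups, the TNF target score followed the marker score with r = 0.9384, as RNA from macrophages in the sorted T cells would have it. Of 345 other genes that are at least 4 times as high in TAMs, 340 were higher too, and the TNF-induced genes of this kind rose no more than these did (difference of scores -0.1418, exact permutation test, p = 0.333). The 26 genes of this kind in the study's own list stood above these by 0.2429 (exact permutation test, p = 0.21). RNA from macrophages is therefore a candidate explanation for a large part of the rise. Against it as the whole cause, 0.43499 of the TNF target score remained after adjustment (exact permutation test, p = 0.0022), and the 5 targets that are less than 4 times as high in TAMs rose as well, by 1.22. Both tests use a list chosen on these libraries, and the marker score is measured with error, so that this part cannot be told apart from a response of the T cells. Whether macrophages were more numerous among the sorted cells for a biological reason was not tested.

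Nuclear RNA made up 0.7075% of the molecules in TAM libraries of placebo-treated *muMt*-/- mice and 0.3762% in those of WT mice, a difference of 0.3313% (exact permutation test, p = 0.0022, adjusted p = 0.0649 over 30 comparisons), higher in 6 of 6 libraries, and this is not in the paper. With GABA the share was 0.4455% and was lower by 0.2621% than in placebo-treated *muMt*-/- mice (exact permutation test, p = 0.0065, adjusted p = 0.0649), so that it moved back as the ribosomal protein and OXPHOS scores did. *muMt*-/- placebo replicate 4 was the highest with 1.146%, against 0.6534% in the next, and the group's mean without it was 0.6198%. The test set beforehand was whether the share follows the ribosomal protein score within the groups: r was -0.4581 (permutation p = 0.049, adjusted p = 0.0572 over 14 relations), -0.266 without the 2 libraries with the most extreme shares, and rho was -0.3746 (permutation p = 0.13). This leaves open whether RNA quality contributes to the fall of ribosomal protein genes, and that contribution cannot be told apart from a biological one with these libraries. As the whole cause it is argued against by the -0.8286 that remained after adjustment (exact permutation test, adjusted p = 0.0195). For OXPHOS subunits -0.2865 remained of -0.8631 (adjusted p = 0.0455 by the same exact test), so that most of that difference may go with nuclear RNA, and of their rise with GABA 0.1588 remained of 0.6149 (exact permutation test, p = 0.2857). For TNF-induced genes 0.4423 remained (exact adjusted p = 0.0195). The share is measured with error, and the adjustment can leave part of its effect in place.

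Fold changes between TAMs of placebo-treated *muMt*-/- and WT mice also followed transcript length. The slope of expression on length was higher by 0.109 (exact permutation test, p = 0.0022, adjusted p = 0.013), in 6 of 6 libraries, and highest in *muMt*-/- placebo replicate 4 (0.1533, against 0.0558 in the next; group mean 0.0414 without it). With the trend removed, the ribosomal protein score still differed by -1.0243, the OXPHOS subunit score by -0.59077 and the TNF-induced score by 0.64569, which argues against the trend as the whole cause of these. Whether the trend comes from the lower number of molecules cannot be told apart from the group with these data (r within the groups -0.412, permutation p = 0.092). The trend with GC content differed between the same groups by -0.0147 (exact permutation test, p = 0.0022, adjusted p = 0.013). With it removed, the ribosomal protein score differed by -1.1577, the OXPHOS subunit score by -0.77238 and the TNF-induced score by 0.67057, which argues against this trend too as the whole cause of these. Whether it comes from the number of molecules cannot be told apart from the group either (r within the groups 0.473, permutation p = 0.052). In this trend *muMt*-/- GABA replicate 1 was far below its group (-0.02575, against -0.002752 in the next), and the cause was not tested.

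*BC018473* was lower in TAMs and higher in CD8+ T cells of placebo-treated *muMt*-/- than of WT mice, and these log2 differences of -0.93 and 1.36 differed by -2.294 (permutation of groups within cell types, p = 2e-05). This p treats TAM and CD8+ T cell libraries as coming from separate mice. Whether those with the same replicate number came from the same mouse was not known. *BC018473* was found as the TAM gene with the smallest p with GABA. A sequence variant of *muMt*-/- mice does not by itself give the log2 difference of -2.31 between GABA- and placebo-treated *muMt*-/- mice, which share the genotype. Whether a variant contributes to the differences between placebo-treated *muMt*-/- and WT mice cannot be told from this value, because an effect of GABA can add to that of a variant. RNA of macrophages in the T cells is argued against by a rise of 148.9 (in CPM, the counts scaled to one library size) beyond the amount carried over (exact permutation test, p = 0.0022). In TAMs, 6 of 6 libraries of GABA-treated mice lay below every WT library. No other technical explanation was tested. A response to GABA or to the lack of B cells remains a hypothesis.

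Other single libraries lay far from the 5 others of their group, and their causes were not tested. TAM WT replicate 5 had an IFNγ-induced score of 0.4011 (next -0.0674). TAM WT replicate 6 had 0.647% of tumour and stromal markers (next 0.133), and TAM *muMt*-/- GABA replicate 2 had 0.3126% (next 0.102) and 0.00457% of B cell markers (next 0.001644). CD8 WT replicate 4 had 0.001865% of B cell markers where the other 5 had 0, but this is 1 molecule, and nothing follows from it. *Atp5g2* was lowest in TAM WT replicate 4 (57.42 normalized molecules, next 65.51; group mean 67.49 without it). *Tnf* was highest in CD8 *muMt*-/- placebo replicate 3 (10.67 normalized molecules, next 4.163; group mean 1.571 without it). No biological explanation was tested for these.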

How the results depend on the processing

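The corrections for transcript length and GC content and the log2 number of molecules as a covariate were chosen only after the result was seen; every other alternative was set before the data were examined. Spike-in totals as library sizes were not run, since 0 spike-in genes are listed. Outside the fits that each left out 1 library, 327 of 380 values of named genes, 206 of 234 of scores, 23 of 24 of distances and 27 of 57 numbers of genes kept their direction and their side of the threshold, or stayed within 1.5 times the number reported. For named genes, 16 of the others were weaker and 37 stronger. In the fits without 1 library, 491 of 588 values of named genes stayed, 84 were weaker, 7 stronger and 6 reversed. Where no cause is given below, the cause was not tested.

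The number of genes with an adjusted p under 0.05 moved most of all. Between TAMs of placebo-treated *muMt*-/- and WT mice it was 194, and became 1041 under DESeq2's unadjusted p, 295 with filterByExpr, 343 without a filter, 324 with the 12 libraries alone and 11 with the covariate. The fits without 1 library gave 67 (without *muMt*-/- placebo replicate 4) to 231 (without *muMt*-/- placebo replicate 5). With GABA, the 2 genes became 64 under DESeq2's adjusted p, 542 under its unadjusted p, 51 without a filter, 4 with the replicate number as a block, 4 in the robust fit, 5 with the covariate and 8 with the length correction, and 2 to 36 without 1 library, with 36 without *muMt*-/- GABA replicate 1. Between GABA-treated *muMt*-/- and WT mice, the 7 genes became 13 under DESeq2's adjusted p, 407 under its unadjusted p, 2 with filterByExpr, 63 without a filter and 3 with the 12 libraries alone, and 2 (without *muMt*-/- GABA replicate 2) to 9 (without *muMt*-/- GABA replicate 4) without 1 library. An unadjusted p passes more genes by construction. The fit without a filter gave far smaller p-values for some genes (*Thbs1* with GABA: adjusted p 2.625e-09, against 0.05696), and its numbers should be read with care.

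In CD8+ T cells, where 0 genes passed, DESeq2's unadjusted p passed 226 between placebo-treated *muMt*-/- and WT mice, 133 with GABA and 225 between GABA-treated *muMt*-/- and WT mice. Without a filter 72, 11 and 64 passed, and with the 12 libraries alone 1, 1 and 1. The block passed 2 with GABA and 1 between GABA-treated *muMt*-/- and WT mice, where DESeq2's size factors and DESeq2's adjusted p passed 1 each. Without 1 library the numbers ran from 0 to 13 (13 without WT replicate 5), from 0 to 1 and from 0 to 1. With GABA, 1 passed without *muMt*-/- GABA replicate 2 or *muMt*-/- placebo replicate 6. Between GABA-treated *muMt*-/- and WT mice, 1 passed without *muMt*-/- GABA replicate 1 or WT replicate 6. In simulated data made from these libraries, 4 of 100 genes with a planted log2 fold change of 1 were called in CD8+ T cells. With a planted log2 fold change of 2 it was 56 of 100.

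The replicate numbers did not pair the libraries: same-numbered TAM libraries correlated above 0.1 in 0 of 6 pairs for each pair of groups, and CD8+ libraries in 2, 1 and 2 of 6. With the replicate number as a block, sign flips reach 0.031 at the lowest, and 0 scores had an adjusted p under 0.05. The values were those reported. For placebo-treated *muMt*-/- against WT mice these were 1.4252 for the TNF targets in TAMs, -1.3521 for the study's OXPHOS list, 1.1227 for the TNF targets in CD8+ T cells, 0.60786 for TNF-induced genes, -1.2912 for ribosomal proteins, -0.86313 for OXPHOS subunits and -0.71296 for the cell cycle. With GABA they were -0.90474 for the TNF targets in TAMs, 0.76259 for the OXPHOS list, -0.47683 for TNF-induced genes and 0.98086 for ribosomal proteins. Between GABA-treated *muMt*-/- and WT mice they were 0.52047 for the TNF targets in TAMs and 0.7498 for those in CD8+ T cells.

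The rise of the study's OXPHOS list with GABA stood at the threshold and lost it with log2 values (0.751), TMM (0.78959), total molecules (0.81566) and the length correction (0.63029). It ran from 0.63271 without *muMt*-/- GABA replicate 6 to 1.0716 without *muMt*-/- GABA replicate 1. Between GABA-treated *muMt*-/- and WT mice this score ran from -0.73485, which passed, without *muMt*-/- GABA replicate 6 to -0.34784 without *muMt*-/- GABA replicate 1. With 24 of the 25 genes, the rise with GABA was 1.37 in replicates 4 to 6 alone and 0.275 in replicates 1 to 3 alone, which is no check on how the list was chosen.

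Adjusted for macrophage markers, TNF targets in CD8+ T cells differed by -0.3742 with GABA, which passed, and by 0.060787 between GABA-treated *muMt*-/- and WT mice, which did not. Without that adjustment, the difference with GABA ran from -0.58403 without *muMt*-/- GABA replicate 1 to 0.052752 without *muMt*-/- placebo replicate 1, which reversed it. The adjusted score was not computed without single libraries. TNF-induced genes in CD8+ T cells passed between placebo-treated *muMt*-/- and WT mice under limma's fry (mean log2 fold change 0.46496), and between GABA-treated *muMt*-/- and WT mice ran from -0.0084894 without *muMt*-/- GABA replicate 1 to 0.13204 without WT replicate 5.

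In TAMs, TNF-induced genes did not pass with GABA on total molecules (-0.40462), nor ribosomal proteins with the length correction (0.7852). OXPHOS subunits passed with GABA under fry (mean log2 fold change 0.25535), and ran from 0.52082 without *muMt*-/- placebo replicate 4 to 0.79961 without *muMt*-/- GABA replicate 1, where they passed. The fall of the cell cycle score ran from -0.80849 without *muMt*-/- placebo replicate 5 to -0.62216 without WT replicate 3, where it did not pass. IFNγ-induced genes differed by 0.00112 between GABA-treated *muMt*-/- and WT mice, and reversed with log2 values (-0.05518), total molecules (-0.01142), a mean above 5 (-0.017693), fry (-0.044011) and the length correction (-0.0080012). They ran from -0.21321 without *muMt*-/- GABA replicate 5 to 0.21108 without *muMt*-/- GABA replicate 1, and with GABA from -0.41252 without *muMt*-/- GABA replicate 5 to 0.031585 without *muMt*-/- GABA replicate 1.

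The distance between GABA-treated *muMt*-/- and WT mice in TAMs passed on log2 values without scaling (1.207), and ran from 1.158 without WT replicate 2 to 1.308 without *muMt*-/- GABA replicate 4. That between GABA- and placebo-treated *muMt*-/- mice ran from 1.177 without *muMt*-/- GABA replicate 6 to 1.419 without *muMt*-/- GABA replicate 1, where it passed. The log2 fold change between placebo-treated *muMt*-/- and WT mice ran from -0.28575 without *muMt*-/- placebo replicate 4 to 0.10152 without *muMt*-/- placebo replicate 1 for *Ifng* in CD8+ T cells, and from -0.37276 without WT replicate 5 to 0.010227 without WT replicate 2 for *Bcl3* in TAMs.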

Differences from the paper's values

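The exact tests of single genes in this part were chosen only after the result was seen, and the other tests were set before the data were examined. Of 19 values the study gives for these libraries that were also computed here, 0 differed from it in the sense used here, under the main processing.

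In the following results, a direction that the paper states was not found, or was found without passing the test used here. The paper states that GABA considerably reduced TNF targets in CD8+ T cells. Here the score differed by -0.373 (exact permutation test, p = 0.513). The sign of this unadjusted difference changed without *muMt*-/- placebo replicate 1 (0.0528). It passed only after adjustment for macrophage markers (-0.374, exact permutation test, adjusted p = 0.0162).

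The paper describes IFNγ targets as raised in *muMt*-/- TAMs and lowered by GABA; on the list of IFNγ-induced genes the differences were 0.187 and -0.186 (exact permutation tests, p = 0.513 and p = 0.645). The study's own IFNγ targets were not used here. For cell cycle genes the paper describes a rise with GABA, and the difference was 0.298 (exact permutation test, p = 0.288). The paper also describes a rise of OXPHOS transcripts with GABA. The list of OXPHOS subunits rose by 0.615 and did not pass (exact permutation test, adjusted p = 0.0668). The study's own OXPHOS list rose by 0.763 and passed (exact permutation test, adjusted p = 0.0473). The paper describes IL-10 receptor A signalling as higher in WT than in *muMt*-/- mice. That statement was not tested here, because the activation score of IPA was not analysed. The receptor's own transcript *Il10ra*, which is not a measure of the pathway's activity, was higher in *muMt*-/- mice (log2 fold change 0.58, edgeR adjusted p = 0.158). It passed at an unadjusted p in DESeq2's Wald test (0.0104).

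*Tnfrsf1b*, *Ifngr1*, *Il1b*, *Cd44*, *Bcl2l11*, *Atp5d*, *Atp5g2* and *Ndufb2* changed in both comparisons with placebo-treated *muMt*-/- mice under the study's unadjusted criterion from DESeq2. In edgeR's adjusted test *Bcl2l11*, *Atp5d* and *Atp5g2* passed against WT mice and none passed with GABA. Settings that called others were DESeq2's adjusted p for *Il1b* in both comparisons and for *Atp5g2* with GABA, filterByExpr for *Il1b*, *Ifngr1* and *Ndufb2* against WT mice, no filter (a fit with far smaller p-values for some genes, for a reason not tested) for *Il1b* in both comparisons, the fit to 12 libraries for *Il1b* against WT mice, and leaving out single libraries for *Il1b*, *Ndufb2* and *Atp5g2*.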

Other observations

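The fit with the log2 number of molecules as a covariate and the shuffled covariate were chosen only after the result was seen. So were the tests of TNF-induced genes and OXPHOS subunits against depth, the test of genes near *Ighm* as the whole cause and the division of shared libraries. The other tests in this part were set beforehand. Of 100 splits of the 12 TAM libraries into groups of 6, 1 gave as many genes as placebo-treated *muMt*-/- against WT mice, 4 as many as GABA- against placebo-treated *muMt*-/- mice and 2 as many as GABA-treated *muMt*-/- against WT mice, each time with the real split counted; at an unadjusted p under 0.05, 1, 6 and 3 splits gave as many. In CD8+ T cells 100, 100 and 100 of 100 splits gave as many, since 0 genes passed; at an unadjusted p under 0.05, 10, 61 and 10 splits gave as many genes.

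TAM libraries of placebo-treated *muMt*-/- mice had fewer molecules. With the log2 number of molecules as a covariate, 11 genes passed against WT mice, 10 of them among the 194, so that the set of called genes largely did not keep its call. All 194 kept their direction and the median gene kept 83.64% of its log2 fold change, which argues against depth as the whole cause. When the covariate was shuffled within groups 20 times, a median of 21 genes passed (2 to 417), and the share kept ran from 70.6% to 127.8%, so that many calls were lost with a shuffled covariate too. TNF-induced genes still differed by 0.4058 after adjustment for depth (exact permutation test, adjusted p = 0.0202). Within the groups r of their score with the log2 number of molecules was -0.490 (permutation p = 0.039, adjusted p = 0.0496 over 14 relations). Without the 2 libraries farthest from the median number r was -0.0203. For OXPHOS subunits r was 0.508 (permutation p = 0.032, adjusted p = 0.0448), and 0.533 without 2 libraries. Both adjusted p-values lie near 0.05 and are somewhat too small, because the permutation ignores the fitted group means. Neither shows a relation by itself. Depth as a part of the cause is therefore left open.

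The move of the 194 genes back towards WT with GABA is partly built in, because both comparisons share the placebo-treated *muMt*-/- libraries. The median of 55.15% undone lay above the 17.1% to 24.3% of simulated libraries with no effect of GABA. The simulation cannot exclude shared libraries as the whole cause, because it drew each gene independently and left out shifts of whole libraries. It also called 217 to 334 genes between placebo-treated *muMt*-/- and WT mice, against 194 in the data. With the placebo-treated *muMt*-/- libraries divided between the comparisons in 20 ways, the mean r between their fold changes was -0.213 (-0.284 to -0.112), and 6.96% of relabelled data gave as low a value, so that this check did not pass at 0.05.

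RNA of other cells in the TAM libraries was looked for by markers. T cell markers differed by -0.002103% of molecules between placebo-treated *muMt*-/- and WT mice (exact permutation test, p = 0.0606), B cell markers by 0.000526% (p = 0.582, exact) and tumour and stromal markers by -0.0645% (p = 0.742, exact), against 0.669% T cell markers in WT CD8+ libraries. Macrophage markers were lower by 0.42% of molecules (exact p = 0.0065, adjusted p = 0.0649). Within 10 Mb of *Ighm*, 2 of 57 genes were called where 1.17 were expected (Fisher's exact test, p = 0.3265), too few to tell whether variants carried along with the allele contribute. That 2 of the 194 lie there argues against variants that act on genes within 10 Mb as the whole cause. Variants farther away or acting on genes elsewhere were not tested. In both cell types *Xist* had 0 molecules, and *Ddx3y* was found in 18 of 18 libraries of each. Of the GABA genes, *Gad2* had the most molecules in TAMs (13 in 18 libraries) and *Gabbr1* in CD8+ T cells (15), too few to test.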
